# *Sleeping Beauty* transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development

**DOI:** 10.1038/s41467-023-42228-z

**Published:** 2023-10-16

**Authors:** Kana Shimomura, Naoko Hattori, Naoko Iida, Yukari Muranaka, Kotomi Sato, Yuichi Shiraishi, Yasuhito Arai, Natsuko Hama, Tatsuhiro Shibata, Daichi Narushima, Mamoru Kato, Hiroyuki Takamaru, Koji Okamoto, Haruna Takeda

**Keywords:** Colorectal cancer, Cancer genetics, Colorectal cancer, Inflammatory bowel disease, Cancer models

## Abstract

Chronic inflammation promotes development and progression of colorectal cancer (CRC). To comprehensively understand the molecular mechanisms underlying the development and progression of inflamed CRC, we perform in vivo screening and identify 142 genes that are frequently mutated in inflammation-associated colon tumors. These genes include senescence and TGFβ-activin signaling genes. We find that TNFα can induce stemness and activate senescence signaling by enhancing cell plasticity in colonic epithelial cells, which could act as a selective pressure to mutate senescence-related genes in inflammation-associated colonic tumors. Furthermore, we show the efficacy of the Cdk4/6 inhibitor in vivo for inflammation-associated colonic tumors. Finally, we functionally validate that *Arhgap5* and *Mecom* are tumor suppressor genes, providing possible therapeutic targets for CRC. Thus, we demonstrate the importance of the inactivation of senescence pathways in CRC development and progression in an inflammatory microenvironment, which can help progress toward precision medicine.

## Abstract (web summary)

Chronic inflammation promotes the development and progression of colorectal cancer (CRC) while the underlying mechanism remains to be elucidated. Here, the authors perform in vivo transposon mutagenesis screening to identify that TNFα-activated senescence signaling acts as selective pressure to drive mutation of *Cdkn2a* and other senescence-related genes in inflammation-accelerated CRC.

## Introduction

Colorectal cancer (CRC) is the second leading cause of cancer-related death worldwide. CRC development is often initiated by acquiring loss-of-function mutations in the *APC* gene, which is observed in approximately 80% of CRC cases, followed by the accumulation of mutations in major driver genes, such as *KRAS* (~40%), *SMAD4* (~10%), and *TP53* (~50%), leading to malignant progression^1^. Chronic inflammation is known to promote CRC development and progression, and a subtype of CRC characterized by high inflammatory signatures correlates with poor prognosis^2,3^. Patients with inflammatory bowel disease (IBD) are at a higher risk of developing CRC^4–6^. Genomic analysis of colitis-associated cancers (CAC) has shown that *TP53* is the most commonly mutated gene in CAC^7–10^. In addition, several genes, such as *SOX9*^7^*, EP300*^7^*, ARID1A*^9^*, CDH2*^9^, and *FBXW7*^10^ were more frequently mutated in CAC. These data suggested that the genetic mutational profile of CAC differs from that of sporadic CRC^7–10^.

To comprehensively understand the genes and pathways involved in inflammation-associated CRC, we performed *Sleeping Beauty* (SB) transposon screening in a mouse model of colitis. SB transposon screening is a powerful genetic tool for genome-wide identification of cancer driver genes and for understanding the evolutionary forces that promote cancer progression^11–14^. SB transposons continuously introduce insertional mutations so that cells with genetic mutations that are best adapted to the cancer microenvironment continue to be selected. Previously, we performed SB screening using different sensitizing mutations and identified 1333 candidate cancer driver genes (CCDGs) involved in intestinal tumor development. By comparing CCDGs to human datasets, we enriched potent cancer driver genes based on cross-species comparisons and functionally validated *Zfp292* as a tumor suppressor. An important insight gained from our previous study was how much the order in which the cancer-causing mutations occur matters^15,16^, providing information regarding evolutionary pressures driving CRC development.

In the present study, we identify 142 genes that are frequently mutated in inflammation-associated tumors, including senescence and activin signaling genes. Interestingly, we find that the inflammatory cytokine TNFα simultaneously induces stemness and senescence signaling activation in colonic epithelial cells, and such seemingly paradoxical pathway activation can be a selective pressure for cancer development. Thus, we have provided datasets that will help develop different personalized therapies for treating inflammation-associated CRC and a concept that cellular plasticity in the inflammatory microenvironment can act as an evolutionary pressure driving CRC development.

## Results

### Colitis reduced the survival of mice and promoted large tumor development

To identify the genes involved in inflammation-associated colonic tumor development, we performed SB mutagenesis screening in a colitis model using SB11 knock-in mice^13^, T2/Onc2 transposon transgenic mice^17^, and Villin-CreERT2 transgenic mice^18^, which express intestinal epithelial-specific Cre. To promote tumor development, we introduced CRC driver mutations; *KrasG12D*^19^ or *Tgfbr2flox*^20^ or *Trp53R270H*^21^ or a combination of the two mutations (Fig. 1a); *TP53* and *KRAS* mutations were observed in colitis-associated tumors^8^, and loss of the TGFβ type II receptor was shown to be involved in colitis-associated tumor development^22^. We activated SB mutagenesis specifically in intestinal epithelial cells by tamoxifen administration at approximately 4 weeks of age, and then treated the mice with three rounds of 2.5% Dextran Sodium Sulfate (DSS) from 10 weeks of age to induce colitis (Fig. 1b). DSS-treated mice are shown as +DSS (e.g., K-SB mice treated with DSS are shown as K-SB + DSS). We did not include DSS-treated SB negative controls because the number of tumors in DSS-treated mice without carcinogens was relatively low^23,24^.

**Fig. 1:**
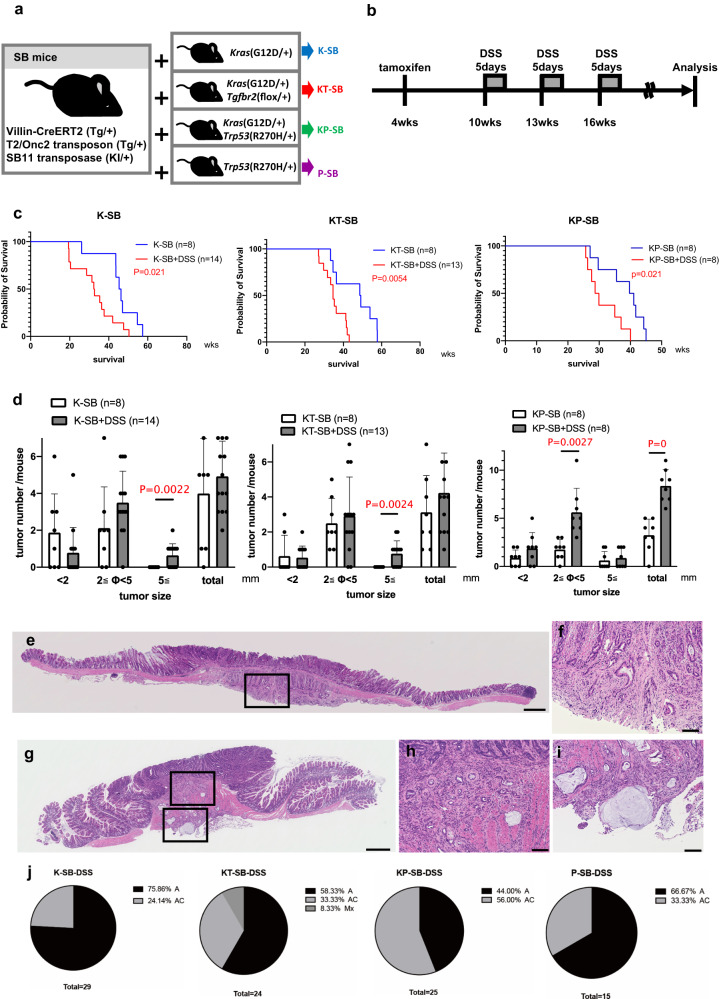
DSS accelerated tumorigenesis and shortened lifespan. **a** The alleles used for each SB mutagenesis screening and abbreviations for each mouse group. **b** Tamoxifen (20 mg/ml) was administered intraperitoneally (i.p.) three times to activate Cre at 4 weeks of age, and then 2.5% DSS in drinking water was administered three times for 5 days to induce chronic inflammation in the colon. **c** Survival of mice was significantly shortened by DSS treatment. The average age of K-SB (45.5 weeks), K-SB + DSS (32.4), KT-SB (46.4), KT-SB + DSS (35.2), KP-SB (38.0) and KP-SB + DSS (31.3) mice. Log-rank test. **d** The number of colonic tumors/mouse for each screen. Data are represented as mean values +/− SD. Two-sided *t* test. **e**–**i** HE staining for representative colon tumors of K-SB + DSS mice (**e**, **f**), KT-SB + DSS mice (**g**–**i**). A High-magnification image of the inset in (**e**) is (**f**). High-magnification images of the insets in (**g**) are (**h**) and (**i**). Scale bars, 500 µm (**e**, **g**) and 100 µm (**f**, **h**, **i**). **j** Pie charts showing the percentage of adenomas (A), adenocarcinomas (AC), and metastatic tumors (Mx).

Mouse survival was significantly shortened by DSS compared to non-DSS controls in the K-SB + DSS, KT-SB + DSS, and KP-SB + DSS groups (Fig. 1c and Supplementary Fig. 1a). Large colonic tumors (≧5 mm) were frequently observed in K-SB + DSS and KT-SB + DSS, mice, whereas no large tumors were developed in their controls, suggesting that colitis promoted large tumor development. In KP-SB + DSS and SB + DSS mice, the total number of colonic tumors significantly increased compared to that in the controls; however, P-SB + DSS mice did not exhibit significant differences (Fig. 1d and Supplementary Fig. 1b). Histopathological analyses of the tumors (≧3 mm) showed that invasive adenocarcinomas developed frequently (Fig. 1e–i and Supplementary Fig. 1c–k). The percentages of adenocarcinomas were 24.1%, 33.3%, 56%, and 33.3% in the tumors of K-SB + DSS, KT-SB + DSS, KP-SB + DSS, and P-SB + DSS mice, respectively (Fig. 1j). We also found two cases of metastasis in KT-SB + DSS mice (Fig. 1j and Supplementary Fig. 1l–q), suggesting that *Tgfbr2* loss may promote metastasis, although the frequency was low. These data show that colitis shortened the mouse survival, and promoted the development of large tumors in the presence of SB insertional mutations.

### Identification of candidate cancer driver genes

We established an in-house informatics pipeline to detect common transposon integration sites (CISs) and identified 1,459 candidate cancer driver genes (CCDGs) from 315 tumors in eight screens: K-SB, KT-SB, KP-SB, and P-SB with or without DSS (Supplementary Data 1). Of these, we identified 718 genes, including *Cdkn2a, Smad2*, and *Nf1* (Fig. 2a and Supplementary Data 2). Previous SB screening for CRC genes has been performed in tumors of the small intestine and colon^13,14,16^; however, this study only focused on colon tumors, which could provide more reliable datasets of candidate CRC genes.

**Fig. 2:**
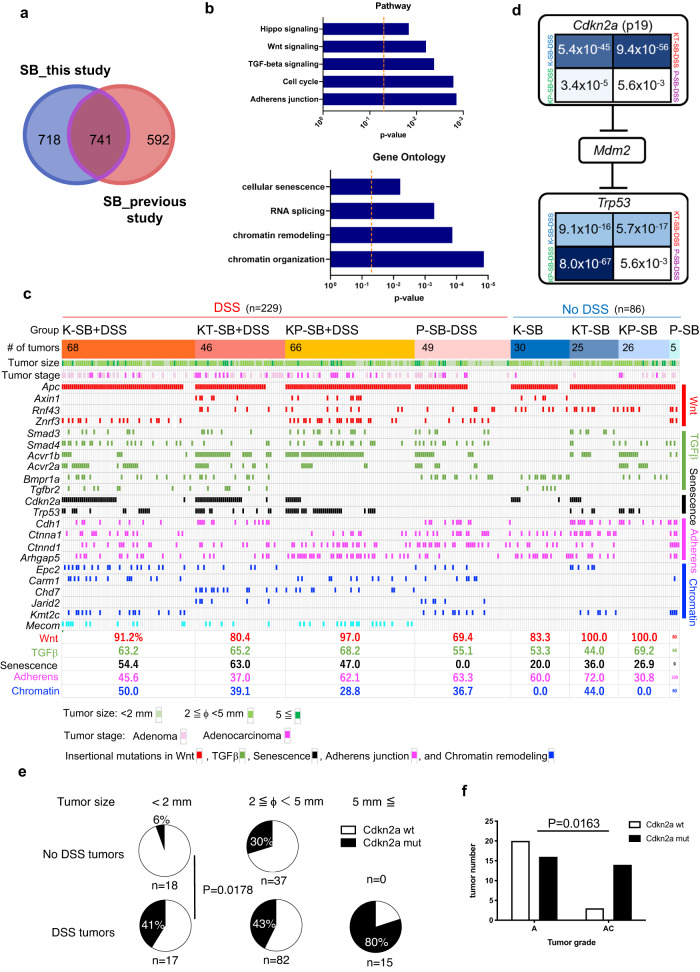
Comprehensive analyses of CCDGs. **a** Venn diagram showing the number of overlapping CCDGs for CRC identified from this study and previous study^16^. **b** Enriched pathways for genes frequently mutated in DSS tumors. Two-sided Fisher’s exact test. **c** The oncoplot shows the frequency of insertional mutations in genes involved in indicated signaling pathways and functions. **d** Comparison of frequencies of tumors carrying CISs in *Cdkn2a* and *Trp53* among 3 screens, two-sided Fisher’s exact test. **e** Pie charts showing the percentages of tumors carrying *Cdkn2a* insertional mutations in DSS tumors and no DSS tumors by size, two-sided Fisher’s exact test. **f** Bar graphs showing the number of tumors carrying *Cdkn2a* insertional mutations in adenomas (A) and adenocarcinomas (AC), two-sided Fisher’s exact test.

### Frequent mutations in *Cdkn2a* and *Trp53* in inflammation-associated tumors

To identify genes that were more frequently mutated in DSS tumors, we compared the insertional mutation frequencies between DSS and non-DSS tumors (Supplementary Fig. 2) and enriched 142 genes as “inflammation-associated genes” (Supplementary Data 3). Pathway and gene ontology (GO) analyses showed that TGFβ signaling (*Acvr1b, Acvr2a*, and *Smad4*), adherens junction (*Ctnna1* and *Ctnnd1*), senescence (*Trp53* and *Cdkn2a*), chromatin remodeling (*Chd7, Arid1a*, and *Kdm5a*), and RNA splicing (*Hnrnpm* and *Rbm5*) genes were highly enriched (Fig. 2b). Cancer genome sequencing studies of human CACs have identified mutations in *TP53* and *ACVR2A*^7,8,25^ as commonly mutated genes in CAC, which were also identified in our screens as inflammation-associated genes.

To gain a comprehensive understanding of the insertional mutation profiles influenced by the microenvironment or preexisting driver mutations, we generated an oncoplot (Fig. 2c). The percentage of tumors carrying insertional mutations in the Wnt signaling gene was 70–100% in each screen, which was not different between the analyzed groups. The frequency of insertional mutations in adherens junction genes was also not different between tumors that were treated with DSS and those that were not; however, *Arhgap5* was more commonly mutated in KP-SB + DSS tumors (Supplementary Fig. 2). In contrast, the number of tumors carrying insertional mutations in senescence and chromatin remodeling genes was significantly more frequent in DSS tumor than in no DSS tumor (*P* = 0.0063 and 0.0003, respectively, by two-sided Fisher’s exact test). Remarkably, inflammation-associated tumors in the K-SB + DSS, KT-SB + DSS, and KP-SB + DSS mice strongly selected mutations in *Cdkn2a* and *Trp53*; however, the selected genes differed. Insertional mutations in *Cdkn2a* were preferred in K-SB + DSS and KT-SB + DSS, whereas insertional mutations in *Trp53* were preferred in KP-SB + DSS, which likely disrupted the remaining wild-type (wt) allele of *Trp53* (Fig. 2d and Supplementary Fig. 2b).

To focus on how *Cdkn2a* mutations are involved in the early stages of tumor development, insertional mutation frequencies in nascent tumors (< 2 mm) were compared. Interestingly, in nascent tumors, the frequency of *Cdkn2a* mutations was significantly higher in DSS tumors (Fig. 2e). Furthermore, the proportion of tumors with *Cdkn2a* mutations increased in adenocarcinomas (Fig. 2f). These data suggest that colonic cells carrying a KrasG12D mutation selectively acquire *Cdkn2a* mutations to promote tumor development in the inflammatory microenvironment.

### Activation of senescence signaling by TNFα

In DSS colitis, epithelial damage and repair were repeatedly induced (Fig. 3a and Supplementary Fig. 3a–c), providing a unique microenvironment for tumor development. To elucidate the molecular mechanisms underlying the frequent mutation of *Cdkn2a* in the early stage of DSS tumor development, we focused on changes in *Cdkn2a* expression, which is a marker for senescence signaling. Interestingly, the expression of p16/p19 (both encoded by *Cdkn2a*) increased in the colon tissue of DSS-treated mice (Supplementary Fig. 3c), and in colonic epithelial-derived organoids established from DSS-treated mice (DSS organoids, Fig. 3b, c). Next, we performed RNA-seq using DSS and control organoids and found different expression profiles as characterized by the activation of senescence signaling in DSS organoids (Fig. 3d and Supplementary Fig. 3d, e). Notably, several *Hoxb* genes were upregulated in the DSS organoids (Fig. 3e and Supplementary Fig. 3f). The increased expression of *Hoxb* correlated with the demethylation of histone H3 lysine-27 trimethylation (H3K27me3) in the promoter^26^, implicating a change in histone modifications in DSS organoids.

**Fig. 3:**
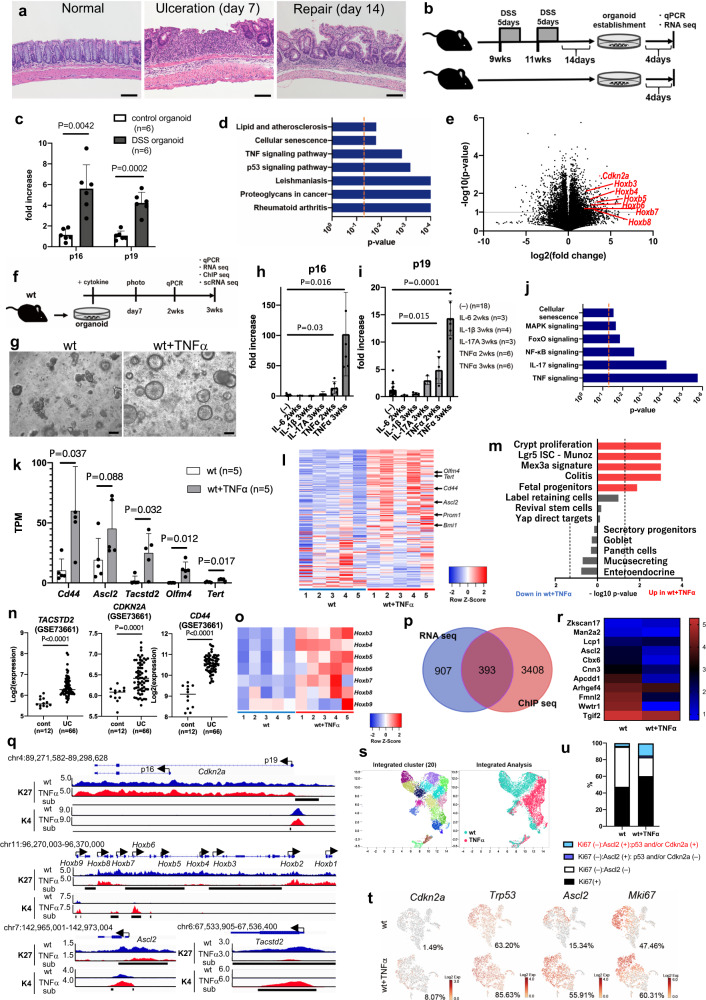
TNFα-induced p16/p19 expression and colonic stem cell markers were associated with epigenetic remodeling. **a** HE for the normal mouse colon, the ulcer at day 7 from DSS, and regenerating epithelia. Bars; 100 µm. **b** An experimental design to establish organoids from DSS-treated mice. **c** Quantitative PCR (qPCR) results for p16 and p19 using wt (control) and DSS organoids. Six independent samples. **d** A pathway analysis showing deregulated pathways in DSS organoids. Two-sided Fisher’s exact test. **e** A volcano plot showing the expression changes in DSS compared to control organoids. Three mice were used for control and DSS, respectively. **f** A picture showing the timing of cytokine addition and sample collection. **g** Photos of wt and wt+TNFα organoids. Bars; 200 µm. **h**, **i** qPCR showing expression changes by cytokines in wt organoids for p16 (**h**), p19 (**i**). **j** A pathway analysis for RNA-seq using wt and wt+TNFα organoids. Two-sided Fisher’s exact test. **k** RNA-seq for colonic stem cell genes^29^ using wt and wt+TNFα organoids. **l** A heatmap for the colonic stem cell genes^29^ obtained by RNA-seq between wt and wt+TNFα organoids. **m** GSEA analysis for RNA-seq. Two-sided Fisher’s exact test. **n** Graphs showing RNA expression of indicated genes in colonic mucosa of the healthy control (cont) and UC patients (UC) derived from the dataset. **o** A heatmap showing the expression of genes in the *Hoxb* cluster obtained by RNA-seq between wt and wt+TNFα organoids. **p** Venn diagram showing the number of genes identified from ChIP-seq and RNA-seq. **q** IGV images for ChIP-seq in indicated genetic loci. Unique peaks subtracted (sub) were shown by bold black lines. K27:H3K27me3, K4:H3K4me3. **r** A heatmap showing the intensity of H3K27me3 in promoters of stem cell genes with increased expression in wt+TNFα organoids. **s** Integrated analysis for cell clustering by scRNA-seq. **t** T-SNE clustering analyses showing cell populations. **u** Bar graphs showing % of cells double positive for a stem cell marker and senescence marker(s) in Ki67(−) cells. Data are presented as mean values +/− SD, and tested with two-sided *t* test for (**c**, **e**, **h**, **i**, **k**, **n**).

To identify the factors inducing senescence signaling in colitis, we treated wt colonic organoids with various inflammatory cytokines that were upregulated in the colons of DSS-treated mice (Supplementary Fig. 3c) and patients with UC^27^. Interestingly, p16/p19 expression increased when TNFα was added (Fig. 3f–i). Using transcriptome analysis, we also observed the upregulation of senescence signaling genes such as *Cdkn2a*, *Mapk11, Mapk12*, and *Slc25A4* in TNFα-treated organoids by, clearly showing that TNFα could induce senescence signaling in the colonic epithelial cells (Fig. 3j).

### Simultaneous induction of stem cell markers and senescence genes by TNFα via epigenetic remodeling

The organoids became round in the presence of TNFα (Fig. 3g and Supplementary Fig. 3g), which was associated with increased stemness^28^. Expression of colonic stem cell markers, *Cd44, Ascl2, Olfm4*, and *Tert*, was induced by TNFα (Fig. 3k), and the colonic stem cell genes^29^ enriched in TNFα-treated organoids (Fig. 3l). *Tacstd2*, a marker of regenerating colonic epithelial cells^30^, was also upregulated. The increased expression of colonic stem cell markers is referred to as “stemness” in this study, indicating that TNFα can induce stemness in colonic organoids. To further determine which cell types in the intestine are more similar to TNFα-treated organoids, we compared our RNA-seq dataset with previously reported gene sets^30,31^. Interestingly, the cell state in the TNFα-treated wt organoids was similar to *Mex3a* positive cells, *Lgr5* positive cells, and colitis cells, but not correlated with label-retaining cells (LRC) or other differentiated cells. These data also supported our finding that TNFα could induce stemness in the colonic epithelial cells (Fig. 3m). In the colonic mucosa of patients with UC, characterized by excess TNFα expression, the expression of *CDKN2A, CD44*, and *TACSTD2* was significantly increased compared to that in healthy controls (GSE87466 and GSE73661), which is consistent with our findings (Fig. 3n and Supplementary Fig. 3H).

Similar to DSS organoids, the expression of the *Hoxb* cluster genes also increased in TNFα-treated organoids (Fig. 3o), implicating the epigenetic change by TNFα. To confirm this, we performed ChIP-seq for H3K27me3, a marker of transcriptional repression^32^, and for H3K4me3, a marker of transcriptional activation^33^. 

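Wild-type mouse colonic organoids were cultured without TNFα (wt) or with 40 ng/ml TNFα for 3 weeks (wt+TNFα), and for each condition 1 H3K27me3 library, 1 H3K4me3 library and 1 input were sequenced with 150-bp reads. The reporting summary gives 102912657 total reads for wt H3K27me3 and 102830474 for wt+TNFα H3K27me3. It gives 46148719 reads for wt H3K4me3 and 76022679 for wt+TNFα H3K4me3, and 34358934 and 60183325 for the wt and wt+TNFα inputs. The sample labels give a depth of 60000000 reads for H3K27me3 and 40000000 for H3K4me3 and input, and the peak lists rest on the reads that the authors sequenced. The authors aligned the reads to GRCm38/mm10, removed duplicates, filtered blacklisted regions and called peaks against the input of the same condition with MACS2, as broad peaks for H3K27me3 and narrow peaks for H3K4me3. Each deposited list gives the position of every peak, its fold enrichment over the local background, and the −log10 of its p-value and q-value. The wt H3K27me3 list held 30594 peaks with a median width of 1774 bp and a median fold enrichment of 2.10, and the wt+TNFα list 60540 peaks with a median width of 2268 bp and a median fold enrichment of 1.90. The wt H3K4me3 list held 11552 peaks (median width 1404 bp, median fold enrichment 24.6), and the wt+TNFα list 11894 (1510 bp and 27.0). The lowest −log10 q was 7.00 in wt and 6.95 in wt+TNFα for H3K4me3, against 0.302 and 0.747 for H3K27me3, where the lowest −log10 p was 2.01 and 2.02. Of the H3K4me3 peaks, 92.5% in wt and 91.6% in wt+TNFα overlapped a promoter, against 23.5% and 19.1% of the H3K27me3 peaks. A promoter was taken as the 1000 bp on each side of any of the 141767 transcript starts of 55450 genes in the GENCODE annotation of GRCm38/mm10, since the paper's text does not name its size. Bases called in one condition were subtracted from those of the other with bedtools, and a gene was assigned a change when at least 1 bp of a remaining piece lay in one of its promoters. With 1 library per condition and mark, no difference has a replicate check and no p-value was computed.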

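By base, 1878 genes had H3K27me3 called at the promoter in wt that was not called in wt+TNFα, which was 23.8% of the 7876 genes with a wt H3K27me3 peak at the promoter. H3K4me3 was called at the promoter in wt+TNFα outside the wt peaks in 10745 genes, or 78.6% of the 13672 genes with a wt+TNFα H3K4me3 peak there. Together, 12069 genes had lost H3K27me3 or gained H3K4me3. The gained H3K4me3 had a median overlap of 97 bp with the promoters of a gene, and in 80.3% of these genes the overlap was under 200 bp. When whole peaks were subtracted instead of bases, which moved these counts most, 567 genes had lost H3K27me3, 532 had gained H3K4me3 and 1057 had either change. Counted by the presence of any peak at the promoter, H3K27me3 was called in wt alone in 576 genes and in wt+TNFα alone in 5514, and H3K4me3 in wt+TNFα alone in 471 and in wt alone in 225. In the opposite direction, computed the same way, 9482 genes gained H3K27me3 in wt+TNFα, 1828 of them on chromosome X, and 5507 lost H3K4me3. The gains on chromosome X may come from a difference in sex between the cultures. Among genes with a promoter peak in wt alone, the protein-coding genes with the highest wt H3K27me3 fold enrichment were Evx2, Hoxd13, Parp8, Sox21 and Arhgef17. Evx2 and Hoxd13 shared 1 wt peak on chromosome 2 from 74643446 to 74773822 with a fold enrichment of 4.06. Parp8 had a wt H3K27me3 peak on chromosome 13 from 117022300 to 117029356 (fold enrichment 4.01), and in wt+TNFα an H3K4me3 peak from 117024004 to 117025983 (27.8). The protein-coding genes with the highest wt+TNFα H3K4me3 fold enrichment and no wt H3K4me3 peak at the promoter were Slc26a8, Rnf151, Hoxb6, A830031A19Rik and Fgf11. The Slc26a8 peak lay on chromosome 17 from 28691197 to 28693083 with a fold enrichment of 43.7, but 37 bp of it lay in the promoters, and the gained piece was 59 bp of an H3K4me3 peak that was also called in wt. The gained overlap was 20 bp at Rnf151, 51 bp at Fgf11 and 80 bp at A830031A19Rik, and the lost overlap at Sox21 was 25 bp. With whole peaks subtracted, the loss was still called at Parp8 and Arhgef17 and the gain at Hoxb6, and the other genes named here were not called, since their peaks overlapped a peak of the other condition outside the promoter.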

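The paper's pathway tables for the ChIP-seq genes list 13 genes of the KEGG pathway Cellular senescence for decreased H3K27me3, and 11 of these had lost H3K27me3 at the promoter, the exceptions being Ccna1 and Trpv4. Mapk11 and Slc25a4 had an H3K27me3 peak at the promoter in wt alone. For increased H3K4me3, the paper's tables list 30 genes of Cellular senescence and 24 of Cell cycle, of which 29 and 22 had gained H3K4me3. Myc had no gain in either list, and Cdc26 none in Cell cycle. An H3K4me3 peak in wt+TNFα alone was called at H2-M2, Tgfb2, H2-T-ps and Mapk12 of the senescence genes, and at Tgfb2 of the cell cycle genes. The study drew these gene lists from the same libraries, so the tallies are not independent evidence. With whole peaks subtracted, 4 of the 13 Cellular senescence genes had lost H3K27me3, 5 of the 30 had gained H3K4me3, and 1 of the 24 Cell cycle genes had gained it.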

The total number of genes predicted to increase the transcription in TNFα-treated organoids was 3801 (Fig. 3p and Supplementary Data 4), in which “senescence” and “cell cycle” genes were included (Supplementary Data 5). Note that we focused on genes upregulated by TNFα By comparing RNA-seq and ChIP-seq results, we identified 393 genes whose elevated RNA expression was consistent with epigenetic changes (Supplementary Data 6). These included senescence-associated genes (*Cdkn2a*, *Mapk11*, and *Mapk12*), colonic stem cell markers (*Tacstd2* and *Ascl2*), and *Hoxb* cluster genes (Fig. 3q and Supplementary Fig. 4a). 

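Cdkn2a lies on the minus strand of chromosome 4 from 89274471 to 89294653. Its H3K27me3 peak ran from 89267957 to 89297363 in wt and from 89269590 to 89294880 in wt+TNFα, with fold enrichments of 3.86 and 4.84, and the share of its promoters under H3K27me3 went from 100% to 80.7%. The 2483 bp called in wt alone at that edge lay upstream of the gene, 773 bp of them in the promoter at its 5' end. An H3K4me3 peak was called at the 5' end in both conditions, with fold enrichments of 27.3 and 34.5. In wt+TNFα this peak reached 138 bp further into the gene, over 92 bp of exon and 46 bp of intron. Cdkn2a had 2 starts with separate promoters. The promoter of the other start was covered over 100% by H3K27me3 in both conditions and had no H3K4me3 peak. The starts were not assigned to p16 or p19 here. Neither change at Cdkn2a was called when whole peaks were subtracted. Mapk11 (chromosome 15, 89142486 to 89149628) had an H3K27me3 peak from 89147799 to 89150333 in wt, with a fold enrichment of 2.66, and none in wt+TNFα. The H3K4me3 peak of Mapk11 was 650 bp wide in wt and 1469 bp wide in wt+TNFα. Mapk12 (chromosome 15, 89130584 to 89140703) had H3K27me3 over 74.0% of its promoters in wt and 22.6% in wt+TNFα, and an H3K4me3 peak in wt+TNFα alone, from 89140067 to 89140846 with a fold enrichment of 9.55. At Ascl2 (chromosome 7, 142966829 to 142969264), H3K27me3 covered 90.8% of the promoters in wt and 39.4% in wt+TNFα. The H3K4me3 peak of Ascl2 had fold enrichments of 10.8 and 11.0, and 129 bp of it were called in wt+TNFα alone. Across 10 alternative settings of the promoter, the overlap, the gene set, the peak filter and the subtraction, the loss of H3K27me3 was called in 10 for Mapk11, in 9 for Mapk12 and Ascl2 and in 8 for Cdkn2a. The gain of H3K4me3 was called in 9 for Mapk12, in 7 for Mapk11 and in 6 for Cdkn2a and Ascl2. Wider promoters and the restriction to protein-coding genes could not remove a call at these genes. Equal numbers of peaks could not remove a loss of H3K27me3, since they keep the whole wt list. These settings therefore do not test the calls. A setting added after the data were seen kept only H3K27me3 peaks with −log10 q of at least 2, the threshold that the paper gives. The loss was then not called at Mapk12 and Ascl2, whose wt peaks had −log10 q of 1.97 and 1.88. It was still called at Mapk11 and Cdkn2a.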

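The interval from Hoxb9 to Hoxb1 spans 96800 bp of chromosome 11, from 96271457 to 96368256. H3K27me3 peaks covered 97.0% of it in wt and 43.1% in wt+TNFα, and H3K4me3 peaks 1.38% and 9.10%. In wt, 1 H3K27me3 peak of 112833 bp with a fold enrichment of 3.66 ran from 96274327 to 96387159. In wt+TNFα, H3K27me3 was called in separate peaks, among them one from 96278446 to 96289600 with a fold enrichment of 4.12. Another began at 96348949, covered the end of the interval with Hoxb2 and Hoxb1, and ran on to 96656650, a width of 307702 bp with a fold enrichment of 2.96. The promoters of Hoxb3, Hoxb5 and Hoxb6 went from 100% to 0% covered by H3K27me3, and those of Hoxb7 to 97.1%, a loss that was called under 4 of the 10 alternative settings. The promoters of Hoxb1, Hoxb2, Hoxb4 and Hoxb8 were covered over 100% in both conditions, and that of Hoxb9 had no H3K27me3 peak. When whole peaks were subtracted, Hoxb3, Hoxb5 and Hoxb6 were not called either, because the long wt peak overlaps the remaining wt+TNFα peaks. H3K4me3 peaks called in wt+TNFα alone lay from 96284217 to 96287254 near Hoxb7 and Hoxb8, from 96292057 to 96295785 at Hoxb6 with a fold enrichment of 35.0, and from 96299140 to 96299597. In the other clusters, measured the same way, H3K27me3 covered 100% of Hoxc in both conditions, 100% of Hoxd in wt and 94.4% in wt+TNFα, and 0% of Hoxa in both.

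**Figure D1:**
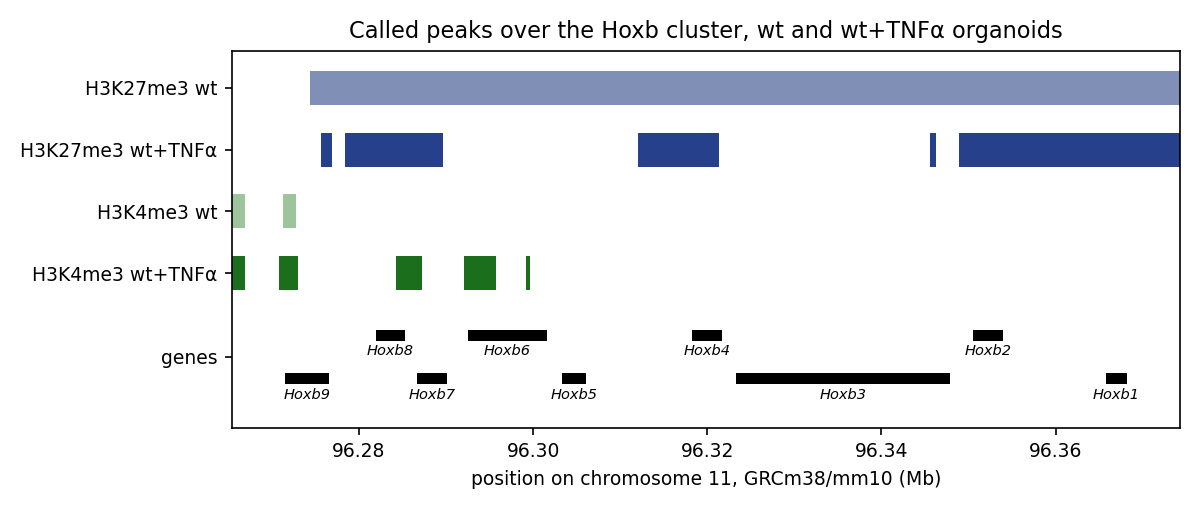
Called H3K27me3 (blue) and H3K4me3 (green) peaks of wt and wt+TNFα organoids over the Hoxb genes (black), along chromosome 11 of GRCm38/mm10 in Mb, with each bar running from the start to the end of a peak or gene. In wt+TNFα the single wt H3K27me3 peak is replaced by separate peaks that cover 43.1% of the interval, and H3K4me3 peaks appear at Hoxb6 and between Hoxb8 and Hoxb7.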

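Across the genome, H3K27me3 peaks covered 102 Mb (3.74%) in wt and 303 Mb (11.1%) in wt+TNFα, and H3K4me3 peaks 18.2 Mb (0.669%) and 20.0 Mb (0.733%). Of the bases under H3K27me3 peaks in wt, 86.6% were also under peaks in wt+TNFα, while 29.2% of those in wt+TNFα were under peaks in wt. For H3K4me3 these shares were 95.2% and 87.0%. Counting wt H3K27me3 peaks overlapped over at least 50% of their length, which moved the share most among the settings fixed in advance, gave 77.3%. Cutting both autosomal lists to equal covered length, a setting chosen after the data were seen, gave 62.1%. The covered length of H3K27me3 rose between 1.86-fold and 2.65-fold on the 19 autosomes. On chromosome X it went from 0.597 Mb in 247 peaks to 74.7 Mb in 11578 peaks. H3K4me3 peaks on chromosome Y numbered 3 in wt and 0 in wt+TNFα. The differences on chromosomes X and Y are what a male wt culture and a female wt+TNFα culture would show. This is a hypothesis from the same lists. If it holds, differences between the animals also enter the comparisons with TNFα on the autosomes and at single genes.

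**Figure D2:**
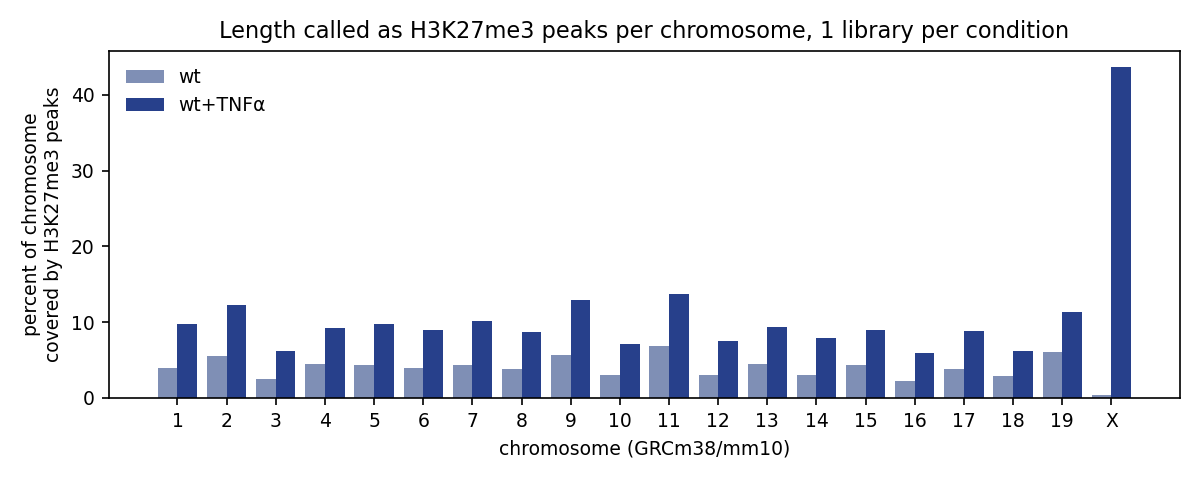
Percent of each chromosome of GRCm38/mm10 covered by called H3K27me3 peaks in wt (light bars) and wt+TNFα (dark bars), 1 library per condition. The autosomes lie between 2.24% and 6.81% in wt and between 5.93% and 13.7% in wt+TNFα, and chromosome X goes from 0.349% to 43.7%. The change on chromosome X may mark cultures of different sex and not an effect of TNFα.

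Among the colonic stem cell genes of Fig. 3r (Ascl2, Zkscan17, Man2a2, Lcp1, Cbx6, Cnn3, Apcdd1, Arhgef4, Fmnl2, Wwtr1 and Tgif2), 10 of 11 had an H3K27me3 peak at the promoter in wt and 10 in wt+TNFα. H3K27me3 covered less of the promoters in wt+TNFα in 6 genes, more in 2 and the same share in 3. At Wwtr1 (chromosome 3, 57455649 to 57575910), a wt peak from 57572661 to 57578891 with a fold enrichment of 3.10 covered 100% of the promoters, and no peak was called in wt+TNFα. At Cbx6 (chromosome 15, 79823896 to 79834688), the covered share of the promoters went from 99.9% to 7.33%, and at Man2a2 (chromosome 7, 80349097 to 80371375) from 25.7% to 9.90%. Cnn3 and Arhgef4 went from 34.6% to 31.5% and from 49.4% to 43.5%, losses that were called under 5 and 6 of the 10 alternative settings. With whole peaks subtracted, Wwtr1 was the only one of the 11 genes with a loss of H3K27me3. H3K27me3 peaks were also limited to −log10 q of at least 2, a setting chosen after the data were seen. The losses at Ascl2, Cbx6 and Man2a2 were then not called, and Cbx6 was called as a gain. Their wt peaks had −log10 q of 1.88, 1.94 and 1.29. The losses at Wwtr1, Cnn3 and Arhgef4 were still called. Lcp1 went from 20.7% to 43.3% and Zkscan17 from 0% to 46.5%. Fmnl2 stayed at 100%, with fold enrichments of 4.12 in wt and 2.20 in wt+TNFα. Apcdd1 and Tgif2 kept equal shares of 53.2% and 51.1%, while their fold enrichments went from 2.86 to 2.60 and from 3.55 to 2.87. The highest fold enrichment rose at Lcp1, from 2.15 to 2.29, and at Arhgef4, from 3.19 to 3.29, and Zkscan17 had a peak in wt+TNFα alone. The authors computed fold enrichments separately for each library. All 11 genes gained H3K4me3 at the promoter by base, and 4 of them, Apcdd1, Arhgef4, Lcp1 and Tgif2, had an H3K4me3 peak there in wt+TNFα alone. From the H3K27me3 intensity at these promoters, the paper reasons that epigenetic remodeling by TNFα took place. Intensity is another measure than the covered share of the promoters, and it was not computed here.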

Although genome-wide histone modifications did not differ with TNFα (Supplementary Fig. 4b, c), the intensity of H3K27me3 in the promoters of stem cell genes with increased expression was significantly reduced (Fig. 3r), indicating epigenetic remodeling by TNFα.

To analyze the gene expression profile at the single-cell level, we performed scRNA-Seq. The integrated analysis showed that cell clusters distinct from control organoids appeared in the TNFα-treated organoids (Fig. 3s). TNFα increased *Ascl2*^+^ or *Cd44*^*+*^ cell populations (*Ascl2*^+^:3.6 times, *Cd44*^*+*^:4.4 times), and decreased the *Cck*^*+*^ enteroendocrine cell population, and the *Muc2*^*+*^ goblet cell population (*Cck*^*+*^:0.3 times, *Muc2*^*+*^:0.7 times), showing the expansion of stem cells in TNFα-treated organoids (Fig. 3t and Supplementary Fig. 5a). However, the proportion of *Mki67*(−) cells did not decrease, as expected from the increase in the stem cell population (Fig. 3t). This is probably because TNFα contributes to the expansion of *Mki67* (-): *Ascl2*(+) non-dividing stem cells. Interestingly, the induction of senescence genes (*Trp53* or *Cdkn2a* or *Cdkn1a*) in the *Mki67* (−): *Ascl2*(+) non-dividing stem cells was observed 4.3 times more in TNFα-treated organoids compared to that in control organoids (Fig. 3u and Supplementary Fig. 5). Because these non-dividing stem cells can potentially proliferate, disruption of the senescence pathway may cause these cells to actively divide in the presence of TNFα.

### Cells acquiring *Cdkn2a* or *Trp53* mutations gained a growth advantage in the presence of TNFα

To examine whether TNFα exerts similar effects in a KrasG12D background, we established colonic organoids expressing KrasG12D (Fig. 4a, b and Supplementary Table 2). While KrasG12D expression itself did not induce the expression of colonic stem cell markers or *Hoxb* cluster genes (Supplementary Fig. 6a), TNFα induced the expression of p16/p19, stem cell markers and the *Hoxb* cluster genes (Fig. 4c–f). Transcriptome analysis showed that TNFα deregulated cell senescence signaling, p53 signaling, and cell cycle control (Fig. 4g and Supplementary Fig. 6b), but did not affect organoid proliferation (Fig. 4h). TNFα could positively regulate the cell cycle, as was illustrated by the upregulation of Cdks and Cyclins, and negatively, as indicated by the activation of the cell senescence pathway activation (Fig. 4i). Therefore, in the TNFα-rich environments, once cancer cells acquire *Cdkn2a* or *Trp53* mutations, the cells can gain growth advantage. To test this hypothesis, we introduced mutations in *Cdkn2a* or *Trp53* in KrasG12D colonic organoids, and compared cell viability (Fig. 4j, k and Supplementary Fig. 7a, b) and cell proliferation (Fig. 4l, m and Supplementary Fig. 7c) with or without TNFα. Cell viability and proliferation were significantly increased in the presence of TNFα, showing that the cell cycle was promoted by TNFα when *Cdkn2a* or *Trp53* was mutated on the KrasG12D organoids.

**Fig. 4:**
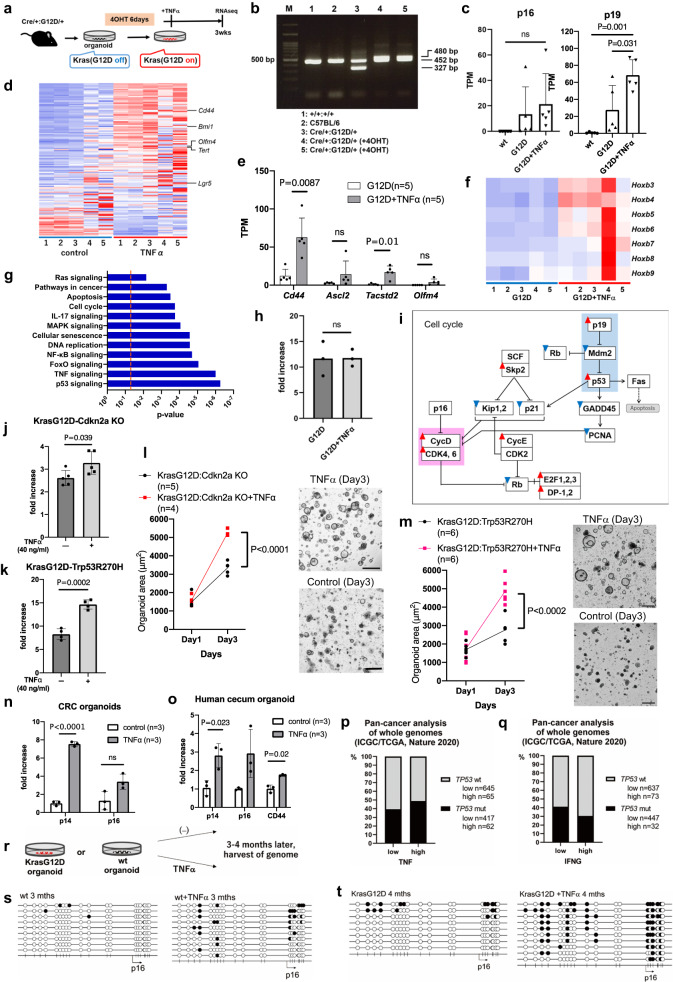
TNFα can simultaneously induce stemness and senescence markers. **a** An establishment of KrasG12D organoids. **b** Detection of recombined (480 bp), wt (452), and knock-in allele (327) of the Kras locus by PCR. **c** Bar graphs showing p16/p19 expression in wt, KrasG12D (G12D) and G12D + TNFα organoids. Five independent samples. **d** A heatmap for the colonic stem cell genes^29^ between G12D and G12D + TNFα organoids. **e** Bar graphs showing expression changes for colonic stem cell genes using G12D and G12D + TNFα organoids. Five independent samples. **f** A heatmap showing differentially expressed genes in the *Hoxb* cluster between G12D and G12D + TNFα organoids. **g** Bar graphs for pathway analysis for differentially expressed genes between G12D and G12D + TNFα organoids. Two-sided Fisher’s exact test. **h** Organoid proliferation in G12D and G12D + TNFα organoids. Mean values +/− SEM, two-sided *t* test, three independent samples. **i** Genes in cell cycle regulations. Red rectangles: increased expression in G12D + TNFα. Blue rectangles: decreased in G12D + TNFα. Genes highlighted in light blue are likely to inhibit the cell cycle, whereas those highlighted in pink are likely to promote the cell cycle. **j** Organoid viability (Day3/Day1) for KrasG12D:Cdkn2aKO organoids with or without TNFα. Five independent samples. **k** Organoid viability (Day3/Day1) for KrasG12D:Trp53R270H organoids. Four independent samples. **l** Quantification of organoid growth for KrasG12D:Cdkn2aKO organoids. Five (control) and four ( + TNFα) independent samples. The full-focus images of organoids. Bars; 0.5 mm. **m** Quantification of organoid growth for KrasG12D:Trp53R270H organoids. Six independent samples. The full-focus images of organoids. Bars; 0.5 mm. **n**, **o** Bar graphs showing expression changes in human CRC-derived organoids (CRC20) or human normal cecum organoids with or without TNFα (**ο**). **p**, **q** The percentage of *TP53* mutations in *TNF* low or high (**p**), and *IFNG* low or high (**q**) tumors in the TCGA dataset. **r** A picture describing the experimental design. **s** Bisulfite sequencing for the *Cdkn2a* locus in wt organoids and wt+TNFα cultured for 3 months. **t** Bisulfite sequencing for *Cdkn2a* locus using G12D and G12D + TNFα organoids cultured for 4 months. Data are presented as mean values +/− SD, tested with two-sided *t* test for (**c**, **e**, **j**–**o**).

To confirm that TNFα induces *CDKN2A* expression in human colonic cells, we used CRC organoids (CRC20) carrying mutations in *APC* but wt for *TP53* and *KRAS*, and normal cecum epithelial organoids (Ce) and confirmed the induction of p14 by TNFα in both cell types (Fig. 4n, o). To gain more comprehensive insights, we examined whether *TNF* overexpression/amplification was associated with *TP53* mutations in the TCGA dataset using Pan-cancer analyses^34^. Cancer tissues with *TNF* overexpression/amplification co-occurred with mutations in *TP53* (*P* = 0.0442), raising the possibility that increased levels of TNFα are associated with *TP53* mutations in human cancers (Fig. 4p). Alternatively, IFNγ overexpression/amplification did not cooperate with *TP53* mutations (a tendency for mutual exclusion, *P* = 0.0368) (Fig. 4q).

In human colitis-associated tumors, inactivation of *CDKN2A* appears to be caused by DNA methylation rather than genetic mutations^35–38^. Spontaneous DNA hypermethylation in the promoter region was found to occur during chronic inflammation^39^. Therefore, we examined whether TNFα induces DNA methylation in the *Cdkn2a* region in vitro. We exposed organoids with TNFα for ≥3 months and analyzed the methylation status (Fig. 4r). Remarkably, the level of DNA methylation was increased by TNFα in both wt and KrasG12D organoids (Fig. 4s, t). The expression of DNA methyltransferases was slightly increased by TNFα in colonic organoids (Supplementary Fig. 8a), raising the possibility that TNFα signaling directly promotes DNA methylation by positively regulating DNA methyltransferases. Alternatively, cells with naturally occurring DNA methylation could be selected under prolonged TNFα exposure to gain proliferative ability. Thus, we could present a possible mechanism of how *Cdkn2a* was inactivated in inflammation-related cancer development.

### A selective CDK4/6 inhibitor responded to inflammation-associated colon tumors in mice

Recently, selective CDK4/6 inhibitors (CDK4/6i) have shown remarkable efficacy in treating HR + / HER2- advanced breast cancer^40^^,^^41^. Moreover, several clinical trials of selective CDK4/6i for advanced solid cancers are ongoing^40^, as genetic alterations predicted to drive the hyper-activation of CyclinD-CDK4/6 are common in various cancers.

Motivated by our results and previous reports, we tested palbociclib in vitro using mouse tumor organoids carrying loss-of-function mutations in *Apc* (*Apc*^*Δ716/+*^), an activating *KrasG12D*^*/+*^ mutation (hereafter referred to as AK organoids), and AK-Cdkn2a KO organoids. We confirmed that palbociclib affected both cell types (Fig. 5a). Palbociclib was then administered to the K-SB + DSS mice (Fig. 5b). K-SB + DSS mice treated with palbociclib lived longer than control mice (Fig. 5c), demonstrating the efficacy of palbociclib in inflammation-associated tumors in mice. To identify candidate genes involved in palbociclib resistance, we analyzed the tumor genomes from K-SB + DSS and K-SB + DSS+Palbociclib mice. Interestingly, the genes that were frequently mutated in K-SB + DSS+Palbociclib tumors included *Trp53* and *Cdh1* (Fig. 5d). However, the role of p53 in the CDK4/6i-induced growth arrest remains unclear. While CDK4/6i can induce growth arrest in malignant cells lacking functional p53^40^, *TP53* mutations were strong predictors of CDK4/6i resistance in a panel of 560 cancer cell lines^42^. Our in vivo data showed that cancer cells preferentially gained mutations in *Trp53* to acquire palbociclib resistance.

**Fig. 5:**
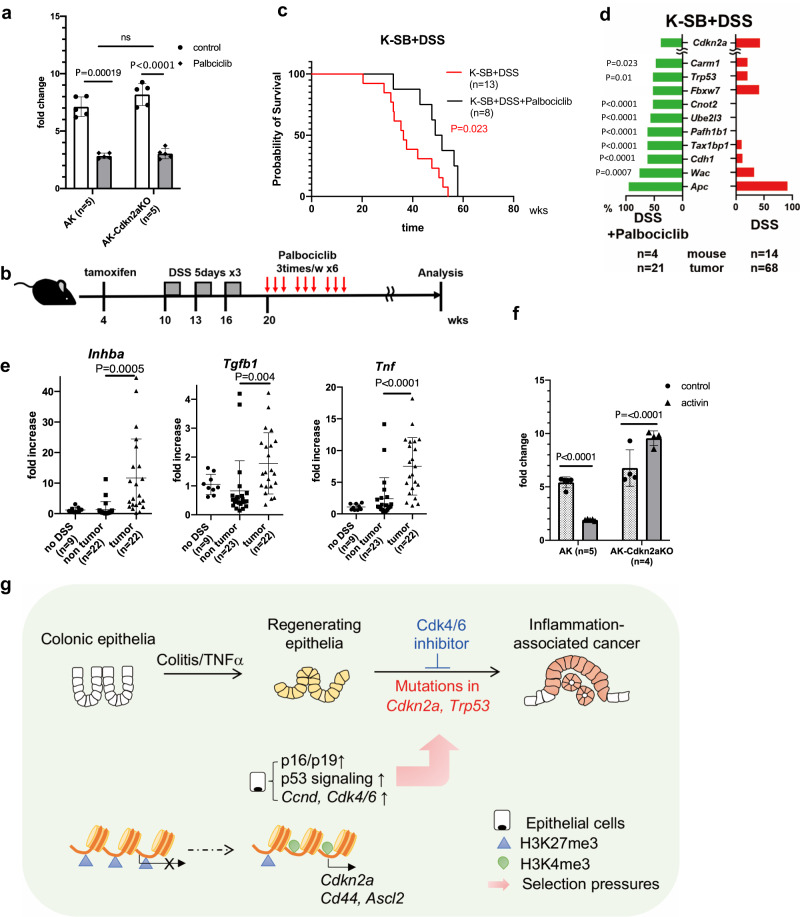
Palbociclib was effective in K-SB + DSS mice. **a** Cell viability of AK or AK-Cdkn2aKO organoids in the absence or presence of Palbociclib. Mean values +/- SD, two-way ANOVA. Five independent samples. **b** A picture showing the time course of Palbociclib administration using K-SB + DSS mice. **c** The survival curve of K-SB + DSS mice and K-SB + DSS mice administrated with Palbociclib. Log-rank test. **d** The frequency of insertional mutations for top-10 genes in tumors of K-SB + DSS+Palbociclib mice, and K-SB + DSS mice. Two-sided Fisher’s exact test. **e** qPCR analyses for the RNA expression of *Inhba, Tgfb1*, and *Tnf* in normal colon tissues from K-SB mice, non-tumor colon tissues from K-SB + DSS and KT-SB + DSS mice, and tumor tissues from K-SB + DSS and KT-SB + DSS mice. Mean values +/− SD, two-sided *t* test. **f** Cell viability was measured in the presence or absence of activin for AK organoids and AK-Cdkn2aKO organoids, Mean values +/– SD, two-way ANOVA. Five (AK) and four (AK-Cdkn2aKO) independent samples. **g** A graphical outline of this study.

### Organoids with *Cdkn2a* mutations became resistant to Activin-induced growth arrest

In DSS tumors, activin signaling genes (*Acvr1b*, *Acvr2a*, and *Smad4*) were highly mutated (Supplementary Data 2 and Fig. 2c), suggesting the involvement of activin signaling in inflammation-associated tumor development. Activin expression is increased in fibroblasts^43^ of the colonic mucosa of patients with UC. Previously, we showed that *Acvr1b* and *Acvr2a* function as tumor suppressors in the colon, and their ligand, activin, induces growth arrest in colonic organoids^44^. Therefore, inactivation of activin receptors may be a strategic approach for cancer cells to become resistant to activin-induced growth arrest in the inflammatory microenvironment.

We found that the expression of *Inhba*, which encodes activin, was increased in tumor tissues compared to that in non-tumor tissues in K-SB + DSS and KT-SB + DSS mice (Fig. 5e), indicating that cancer cells were continuously under selection pressure to gain mutations in the activin receptors. We also confirmed the increased expression of *Tgfb1* and *Tnf* in tumor tissues. Interestingly, AK-Cdkn2aKO organoids were resistant to activin-induced growth arrest (Fig. 5f). These data suggest that inactivation of *Cdkn2a* may confer cancer cells with the ability to survive in an activin-rich inflammatory environment (Fig. 5g).

### Prioritization of CCDGs via comparative genomics

Mutations commonly found in mice and humans are likely to be potent driver genes because their functions in cancer are likely conserved across species. We compared 1,459 CCDGs identified by SB screening with two human datasets to prioritize CCDGs as potent cancer driver genes. The number of overlapping genes between CCDGs and genes mutated in ≥1.5% of TCGA-CRC^34^ was 812 (Supplementary Data 7), and the number of overlapping genes with OncoKB^45^ genes was 200 (Supplementary Data 7). The overlaps were statistically significant (*P* < 0.0001 and *P* = 0.014, respectively), and these overlapping genes may be potent cancer driver genes. To further prioritize, we combined genes with mutation frequencies ≥3% of the TCGA-CRC with OncoKB genes and compared them to 1,459 CCDGs to enrich 471 genes, which included known CRC genes such as *APC, SMAD4, TP53*, and *RNF43*, and genes whose functions in CRC were unknown, such as *IFNGR1* and *TRIM33* (Fig. 6a and Supplementary Data 2 and 7). Similarly, we compared 142 inflammation-associated tumor genes with human genes (≥3% of TCGA-CRC + OncoKB). Overlapping genes included known CAC genes, such as *TP53*, and genes with unknown functions in CRC and CAC, such as *ARHGAP5* and *MECOM* (Fig. 6b and Supplementary Data 3), which should be analyzed with the highest priority.

**Fig. 6:**
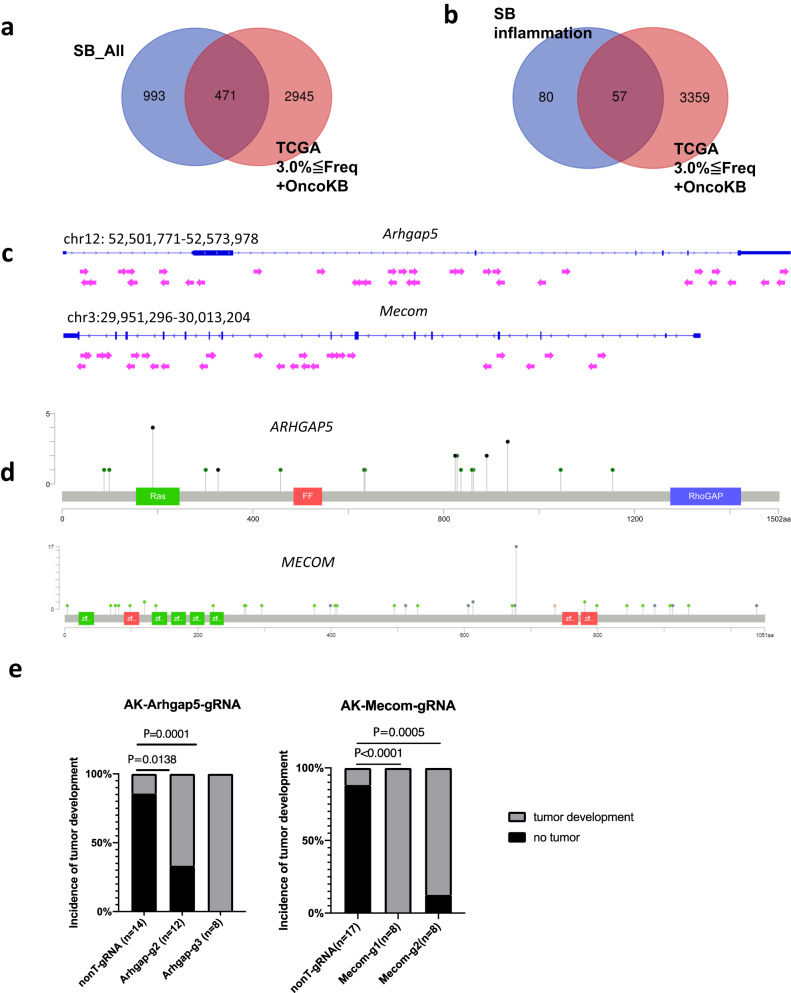
Validation of candidate cancer genes using organoids. **a**, **b** A cross-species comparison between the TCGA dataset (3%≤Freq.) combined with OncoKB, and SB screens in this study. **c** The transposon insertion patterns in *Arhgap5* and *Mecom*. Arrows indicate transposon insertions. Arrows pointing to the right mean the direction of the MSCV promoter within the transposon is the same as the direction of transcription. **d** The mutation profiles of *ARHGAP5* and *MECOM* in the TCGA dataset of CRC. **e** Graphs showing the incidence of subcutaneous tumors derived from AK-Cas9-nonT-gRNA (nonT-gRNA), AK-Cas9-Arhgap5-gRNA2 (Arhgap5-g2), and AK-Cas9-Arhgap5-gRNA3 (Arhgap5-g3), AK-Cas9-nonT-gRNA (nonT-gRNA), AK-Cas9-Mecom-gRNA1 (Mecom-g1) and AK-Cas9-Mecom-gRNA2 (Mecom-g2). Data are tested with two-sided Fisher’s exact test.

### Functional validation of CCDGs

Genome information alone cannot prove whether a gene functions as a driver gene, and proof-of-concept experiments are necessary. Based on prioritization analyses using comparative genomics, we focused on *Arhgap5* and *Mecom*. Transposon insertions appeared to inactivate these two genes (Fig. 6c) and termination mutations were observed in human CRC (Fig. 6d), suggesting that these genes could function as tumor suppressors. *MECOM* encodes a transcriptional regulator protein, and 7.6% of CRC with MSI-H^46^ carry frameshift mutations in *MECOM*. MECOM acts as a negative feedback regulator of NFκB^47^, raising the possibility that loss of function mutations in *Mecom* can activate NFκB signaling to promote the cell cycle in the inflammatory microenvironment.

The standard approach to validate the function of cancer drivers is to create genetically engineered mice and evaluate whether these mice promote tumorigenesis in vivo; however, this approach is time-consuming and not ideal for validating several genes. Although human-derived cell lines can be used for validation, the reproducibility of the results is often inconsistent owing to heterogeneity in genetic backgrounds. Taking advantage of the fact that organoids can be cultured to retain their physiological functions and that mouse-derived organoids have a defined genetic background, we previously established an experimental system to validate the function of cancer driver genes using mouse tumor-derived AK organoids^44^. AK organoids are not transplantable subcutaneously in immunodeficient mice but become transplantable when driver mutation(s) are introduced^44^. We knocked out *Arhgap5* and *Mecom* in AK organoids by CRISPR-Cas9 using two different gRNAs and confirmed the knockout efficiency (Supplementary Fig. 9a, b). The frequency of subcutaneous tumor development in NSG mice was significantly increased in organoids carrying gRNAs targeting *Arhgap5* or *Mecom* compared with that in the non-target gRNA control (Fig. 6e), showing that the two genes are tumor suppressors.

## Discussion

In the present study, we showed that the inflammatory microenvironment exerts unique selective pressures on colon cancer cells and influences the direction of cancer genome evolution (Fig. 5g). One possibility for the frequent insertional mutations in senescence-related genes in inflammation-associated CRC is that TNFα can enhance the plasticity of colonic epithelial cells, leading them in a cell state in which senescence and stemness signals are simultaneously activated. TNFα plays important roles in inflammatory responses and is a pleiotropic cytokine that can induce apoptosis, cell proliferation, and senescence^48^. As TNFα is overexpressed in patients with UC and promotes CAC^49^, anti-TNFα therapy has been administered to UC patients.

The present study raised the possibility that *CDKN2A* inactivation could be an early event in inflammation-associated CRC, which is consistent with previous studies showing that the methylation of p14 and p16 is a relatively common early event in UC-associated carcinogenesis^35,36^. In contrast, our study also showed that *CDKN2A* inactivation could be a late event since *Cdkn2a* inactivation was frequently observed in larger tumors, as shown in Fig. 2e. In sporadic CRC, methylation of *CDKN2A* was significantly more frequent in colon cancers with a higher tumor grade and lymph node metastasis^37,38^. The inactivation of *CDKN2A* in the late stage of CRC development may be related to the timing of TNF expression; however, to our knowledge, the association between TNFα expression and *CDKN2A* inactivation in malignant CRC remains unclear and requires further investigation.

Currently, palbociclib is clinically used to treat breast cancer. As we have shown, it could be effective against inflammation-associated CRC with frequent inactivation in senescence-related genes. Several clinical trials using CDK4/6 inhibitors to treat CRC are ongoing. A randomized phase II trial of MEK and CDK4/6 inhibitors in metastatic *KRAS/NRAS* mutant CRC showed no substantial improvement compared to the control groups, although MEK and CDK4/6 inhibitors improved the progression-free survival in the subgroup of CRC^50^. Our study may help to stratify patients for CRC treatment with CDK4/6 inhibitors.

Recent cancer genome sequencing studies have identified a large number of mutated genes. These genes must be distinguished from passenger genes and their function as driver genes must be examined to explore different therapeutic targets. For example, *Arhgap5* encodes the Rho GTPase activating protein, p190BRhoGAP, which negatively regulates Rho GTPase activity in vivo^51^. As Rho GTPase regulates cell cycle progression, Rho GTPase inhibitors may be effective against CRC carrying *ARHGAP5* loss-of-function mutations. Such efforts to functionally validate genes identified from both SB screens and human CRC genome sequencing studies should be continued in the future, as they will facilitate the development of personalized therapies for CRC.

## Methods

All protocols for animal experiments were reviewed and approved by the institutional animal care and use committee of National Cancer Center (Study number: T19-006-M07). The study protocol for experiments on human-derived samples was approved by the Ethics Committees of the National Cancer Center (Study number: 2020-393, 2008-097). Written informed consent was obtained in advance for participants, and no compensation was paid.

### Mice

Rosa26-lsl-SB11^13^ and T2/Onc2 (6113) transgenic mice^17^ were obtained from Drs. Neal G. Copeland and Nancy A. Jenkins. These strains are also deposited in the NCI mouse repository. Villin-CreERT2 mice were obtained from Dr. Sylvie Robine^18^. Lsl-KrasG12D knock-in mice, Tgfbr2-flox mice, and lsl-Trp53R270H knock-in mice were obtained from the NCI mouse repository. We provided the exact strain, sex, number and age of mice in every experiment in the “Source Data File”. Compound mutant mice carrying Rosa26-lsl-SB11, T2/Onc2 (6113), Villin-CreERT2 and sensitizing mutation(s) were treated with 2 mg of tamoxifen (Sigma) dissolved in Corn oil by i.p. for 3 days when they reached 4 weeks of age. To induce colitis, 2.5% Dextran Sodium Sulfate MW 36,000–50,000 (DSS, MP Biochemicals #160110) dissolved in drinking water was administrated to mice for 5 days at the age of 10 weeks, then after an interval of 2 weeks, another 2.5% DSS were administrated for 5 days. In total, three cycles of DSS administration were performed. When mice showed signs of sickness, such as bleeding, diarrhea, hunched posture, and anemia, we performed necropsies. Mice were opened and the colon was taken out. We counted the number of colonic tumors and measured the diameter. For large tumors whose diameter was ≥3 mm, we obtained both DNA samples and histopathological samples. For tumors <3 mm, whole tumors were used for DNA samples. Palbociclib (1.3 mg/mouse/day) was administrated three times/weeks for 6 weeks when mice reached 20 weeks of age. The macroscopic appearance of the colon tissues and tumors was taken using a stereoscopic microscope (LEICA M205 FCA) with a LEICA DFC 7000 T camera (Leica). Mouse survivals were calculated by Prism 8 (GraphPad).

The endpoint of the experiment for mice that develop colorectal tumors is when anemia or decreased activity is observed, and this experiment follows the protocol.

### Transplantation

Organoids were dissociated by TrypLE (ThermoFisher) or Accumax (Innovative Cell Technologies). 1 × 10^5^ cells/100 μl of 50% Matrigel in DMEM/F12 were transplanted subcutaneously to NSG female mice (Charles River) as described previously^44^. Four weeks later, mice were euthanized, and subcutaneous tumors were collected, measured, and processed with HE staining. The animal experimental protocol defines that subcutaneous tumor size should not exceed 10% of the mouse body weight. In our experiment, the tumor size was not exceeded.

### Histology

Tumor tissues were fixed in 4% paraformaldehyde for overnight, and processed for paraffin blocks. Four-micron sections were made and stained by hematoxylin and eosin.

For immunofluorescence staining, 4 μm paraffine sections were deparaffinized, blocked with 3% Donkey serum for 1 hour at r.t., reacted with anti-F4/80 (1/100, Bio-Rad, MCA497RT) overnight at 4 °C, and Donkey anti-Rat IgG (H + L)−488 secondary Ab. Sections were mounted by Antifade Mounting Medium (BECTASHIELD, H-1200).

Histological photos and immunofluorescent photos were taken by IX73 inverted microscope equipped with DP80 digital camera using CellSens software (Olympus). For lower magnification pictures, we used Keyence BZ-X810 unit.

### SB library and NGS

For the preparation of SB libraries, we followed the protocol previously described^16^. Genomes were digested with NlaIII or BfaI and ligated with NlaIII linkers or BfaI linkers. Linker ligated genomes were PCR amplified using IRDR(R1): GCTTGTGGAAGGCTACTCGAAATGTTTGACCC or IRDR(L1): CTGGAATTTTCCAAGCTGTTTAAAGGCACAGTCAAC, and Linker primer: GTAATACGACTCACTATAGGGC. The second PCR was performed using IRDR_nested_illumina:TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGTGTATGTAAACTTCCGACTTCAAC, Linker-nested Illumina: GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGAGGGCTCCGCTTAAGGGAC. PCR products were labeled using a Nextera XT Index Kit v2 Set A and B (Illumina), and sequenced on a sequencer (Illumina).

### Establishment of an informatics framework and identification of CCGs

All sequencing reads were aligned to the mouse reference genome (NCBI38/mm10) with the SB transposon sequence (T2/Onc2) using BWA (bwa mem -T 0)^52^. Reads with the soft-clipping sequence were extracted since those reads might align with the SB sequence and the genome sequence. Reads with the same boundary site of soft-clipping were gathered as the PCR duplicates and the consensus sequence was made with a simple majority rules algorithm at each base position. If no nucleotide majority reached above the minimum threshold (0.8), the position was considered undefined, and an ‘N’ was placed at that position in the read. Consensus sequences that consist of ≥3 read depth were extracted. The insertion sites were detected from the boundary sites, adjusting the site using the following criteria: (1) The length of the soft-clipping has to be 22 to 30 bases. (2) Calculating the alignment score of the soft-clipping sequence and 27 bases of the SB sequence next to the ‘TA’ using the smith waterman algorithm and the score ratio divided the alignment score by soft-clipping length, the score ratio has to be greater than or equal to 0.90. (3) At least 8 bases of soft-clipping sequence next to the TA dinucleotides have to be completely matched to the SB sequence ‘TTCAACTG’. Resultant insertion sites from two sequence libraries for each sample were merged. In cases where an insertion site was identified in two libraries, this insertion site was defined as one event.

### Identification of common insertion sites

Common insertion sites (CISs) were analyzed using Poisson distribution statistics. The Poisson distribution calculated the probability of the number of insertion events within a 10 kb window region sliding 5 kb, the expected frequency of insertion events based on the total number of insertions, the size of the genome, and the number of samples. The regions with a *P* value ≤ 0.001 were collected as CISs and the overlapped regions were stitched as one CIS. The regions with a *P* value ≤ 0.01 was also applied for Fig. 1d.

position_start: nucleotide position where a CIS starts

position_end: nucleotide position where a CIS ends

count: the number of insertion sites in each 10 kb window

*P* value: *P* values in each 10 kb window

minimum *P* value: the smallest *P* value within a CIS

SimpleRepeat_score: the score for a simple repeat within a CIS calculated by Ensembl (https://www.ensembl.org/index.html)

simpleRepeat_seq: the simple repeat sequence within a CIS shown in Ensembl insertion_count: the total number of transposon insertions within a CIS

position_count: the total number of unique insertion sites within a CIS

position: the nucleotide position of transposon unique insertion sites in a CIS

gene: gene(s) within a CIS | the type of DNA strand where the gene locates. When two or more genes were detected, each gene was separated by ‘; ‘.

sb_gene_direction: Directions of transposons in a gene

human_homolog: corresponding human orthologue(s) for gene(s) within a CIS

Freq_in_tcgaColRec: frequency of gene mutations in the TCGA dataset for CRC

Is_cancer_gene: consensus for cancer driver gene.

### Establishment of mouse colonic organoids

The mouse colon was excised, opened, and washed with PBS. A half portion of the colon was incubated in PBS containing 5 mM EDTA and P/S, for ~1 h on ice on the shaker. Chop the colon with scissors and further mince with a blade. Put in Advanced DMEM/F12 containing HEPES, Glutamax, and pipette vigorously by a P-1000 pipettman to strip crypts. Remove debris with a 100 μm strainer. Centrifuge at 600× *g* for 3 min to collect isolated crypts, then embed with 30 μl of Matrigel in the 48-well plate, and overlay 300 μl of medium.

### Identification of inflammation-associated tumor genes

To identify “inflammation-associated tumor genes”, the number of tumors with insertional mutations for each CCDG was compared between DSS tumors (K-SB + DSS, KT-SB + DSS, KP-SB + DSS, and P-SB + DSS were all combined), and no DSS tumors (K-SB, KT-SB, KP-SB, and P-SB were combined) by Fisher’s exact test (*P* < 0.05). We also identified genes more frequently mutated in DSS tumors than in no DSS tumors in each screen (e.g., K-SB vs K-SB + DSS) using Fisher’s exact test (*P* < 0.005) was applied to enrich genotype-specific genes.

### Analyses using the TCGA datasets

For comparison with human datasets with CCDGs, the dataset for TCGA PanCancer Atlas for colorectal adenocarcinoma which included the information on OncoKB was downloaded from cBioPortal. Genes mutated in ≥1.5% of TCGA-CRC were 8905 and compared with 1459 CCDGs. Genes described as “Cancer genes” in the OncoKB database were 1035 and compared with 1459 CCDGs. *P* values were calculated by Fisher’s exact test as described in the previous paper^13^.

To see the correlation between TP53 mutations and cytokine expression, the dataset for Pan-cancer analysis of whole genomes (ICGC/TCGA, Nature 2020) was downloaded. The cut-off for the expression of *TNF* and *IFNG* was Z = ±2. The “high” samples were defined when samples showed high mRNA expression (Z ≥2) and/or copy number amplification (AMP). Since there were few samples in which the expression of these cytokines was Z≤−2, or the genomic loci of these cytokines were deleted, we considered the samples other than “high” as “low”. For the statistical analysis, Fisher’s exact test was used to compare the frequency of *TP53* mutations in “high” and “low” samples. For *TP53* genetic status, mutations (missense mutations, truncation mutations, splice mutations, and deep deletion) were selected and used for comparison.

### Mouse organoid cultures

Wt organoid medium: The medium for wt, KrasG12D/+, KrasG12D/+:p53R270H/+ organoids contained 50% of L-WRN (CRL-3276™, ATCC) conditioned medium, 20% of fetal bovine serum (Biosera), penicillin/streptomycin (ThermoFisher, 1/100), GlutaMax (ThermoFisher, 1/100), Y-27632 (final 10 nM), A83-01 (final 5 nM), SB203580 (final 10 μM), Gastrin (final 10 nM), N-Acetyl-L Cysteine (final 1 μM) and CHIR9902 (final 5 nM) in advanced DMEM-F12.

mTNFα (final 40 ng/ml, Wako), mIL6 (final 100 ng/ml, Wako), mIL-1β (final 10 ng/ml, Wako) and mIFNγ (final 1 ng/ml, Wako) were added to the organoid culture medium.

To activate CreERT2-mediated recombination, we treated organoids with 1 μM 4-hydroxytamoxifen (SIGMA) dissolved in the wt organoid medium for 6 days. The organoid genome was purified by LaboPass Blood Mini (COSMO GENENTECH), and recombination efficiency was determined by a standard PCR protocol.

To knock out genes by CRISPR-Cas9 in wt or KrasG12D/+ organoids, we cloned gRNA into plentiCRISPR_v2 (Addgene, #52961) and generated lentivirus. Sequences for gRNAs were described in Supplementary Table 3. The lentivirus dissolved in Transdux and Enhancer (System Bioscience) was mixed with organoids and placed onto the Matrigel which was polymerized in wells in advance. To confirm whether mutations were introduced by CRISPR-Cas9, we PCR amplified the loci, cloned into pCR™4-TOPO® TA vector (ThermoFisher #450030), and performed Sanger sequencing by M13F or M13R universal primers.

The medium for mouse tumor organoids contained 10 mM HEPES, Penicillin/Streptomycin, N2 supplement (1/100, ThermoFisher), B27 supplement (1/50, ThermoFisher), 50 ng/ml of mEGF (Wako), 5 nM of A83-01, 1 mM of N-Acetyl-L Cysteine in Advanced DMEM-F12 (ThermoFisher), in addition, Y-27632 (final 10 nM) and CHIR9902 (final 5 nM) are added at the time of passage. To pass organoids, TrypLE (ThermoFisher) or Cell recovery solution (Corning) was used, following the manufacturer’s protocol. AK organoids were obtained from Dr. Oshima^53^. The establishment of AK-Cas9 organoids was described in our previous report.

To generate knockout in AK organoids, gRNAs^54^ were cloned into the BbsI-digested pKLV2-U6gRNA5(Bbsl)-PGKpuro2ABFP-W (Addgene, #67974) lenthi-vector. Lentivirus was generated by transfection of plasmids (pLP1, pLP2, pVSVG, and gRNA-cloned lentivector) into 293FT. Lentiviruses were concentrated by Lenti-X™ Concentrator (TAKARA) and then transduced into AK-Cas9 organoids to knockout genes. Organoids carrying gRNAs were selected by puromycin. Sequences for gRNA were described in the Supplementary Table 3.

### Human organoid cultures

Biopsies of the colonic epithelial mucosa were taken from patients who gave written consent to participate in the study. The sample was collected from 2 Japanese male patients by the surgery. CRC20 organoids were sequenced using the NCC oncopanel v4.

To establish organoids from the normal colonic mucosa, wash biopsy samples with ‘Washing medium’ (Advanced DMEM containing Glutamax (1/100), 10 mM HEPES, Penicillin/Streptomycin (1/100), Gentamicin (final 50 μl/ml), and 10% FBS), chop with scissors. Put in 10 mM EDTA/PBS and incubate for 1-2 hours on ice with continuous shaking. Remove debris with a 100 μm strainer. Centrifuge at 1,000 g for 3 min to collect isolated crypts, then embed with 30 μl of Matrigel (Corning) or Geltrex (Thermo) in the 48-well plate, and overlay 300 μl of ‘Wt organoid medium’ containing Gentamicin (final 50 μl/ml) and Plasmocin. ‘Wt organoid medium’ is described in the mouse organoid section. For maintenance of organoids, we used cell recovery solution to separate organoids from the gel, and pass 1–2 times/week at a ratio of 1:2 or 1:3. TNFα (final 40 ng/ml, Wako) was added to the organoid culture medium.

The medium for human CRC organoids is the same as the ‘Wt organoid medium’ described above. We don’t usually add Gastrin, N-Acetyl-L Cysteine, and CHIR9902 for human CRC organoids. For the maintenance of organoids, we use TrypLE to separate organoids from the gel and pass 1–2 times/week at a ratio of 1:2 or 1:3.

### Organoid growth assay

Remove media from wells in 48-well plates, wash with PBS, add 100 μl of Cell recovery solution (Corning), shaking for 30 min on ice. Add 100 μl of CellTiter-Gro (Promega), vortex for 5 min, incubate for 15 min, r.t. Transfer the mixture to a 96-well plate, and measure luminescence by a micro-plate reader (Agilent BioTek, Synergy H1).

Photographs of the organoids per well were taken at 89 or 96-μm intervals along the z-axis by BZ-X810 (Keyence). These images were merged into a single image in full focus mode by BZ-X800 Analyzer (Keyence). Using ‘Hybrid Cell Count’ mode of BZ-X800 Analyzer software, the number and area of organoids in the designated area in a well was measured. To remove the image of debris, we removed the area <114 μm^2^.

To label organoids with EdU, we used Click-iT EdU imaging Kits Alexa Fluor 555 (C 10338, ThermScientific) and followed the manufacturer’s protocol. To detect EdU-positive cells, we took images using BZ-X810. Using ‘Hybrid Cell Count’ mode of BZ-X800 Analyzer software, the number of EdU-positive cells and Hoechst-positive cells were counted.

### qPCR

RNA was purified from organoids using ISOGEN (Nippon Gene) and treated with DNaseI. cDNA was synthesized using 200-600 ng of RNA by the PrimeScript RT Reagent Kit (Takara) following the manufacturer’s protocol. Primers were referenced to PrimerBank (https://pga.mgh.harvard.edu/primerbank/) or designed by Primer3 (https://bioinfo.ut.ee/primer3-0.4.0/). Sequences for qPCR primers were described in Supplementary Table 1. Detailed information on primer sequences was described in the supplementary document. qPCR was performed using SYBR Premix Ex Taq, TB Green® Premix DimerEraser™ (Takara) on CFX96 (Bio-Rad) or QuantStudio 3 (ThermoFisher). The fold change was calculated using the ΔΔCt method. At least three independent experiments using three or more samples were performed to see the reproducibility.

### RNA sequencing

Organoid RNA was collected using ISOGEN (Nippon Gene) and treated with DNaseI. 1.5 μg of RNA was used for RNA-seq. Reference sequences for mapping were prepared using rsem-prepare-reference of RSEM version 1.3.1 and STAR version 2.7.7a. Sequence reads were trimmed using trim_galore of Trim Galore version 0.6.7 and Cutadapt version 3.5. The processed reads were mapped to the reference sequences and TPM (Transcripts Per Million) was calculated using rsem-calculate-expression of RSEM version 1.3.1 and STAR version 2.7.10a. Gene and isoform TPM values were extracted from the TPM columns of RSEM result files. GRCm39 genome build was used for the RNA-seq analyses. To draw a heatmap, we used Heatmapper (http://www.heatmapper.ca/). For pathway analysis, an online tool, DAVID^55^ (https://david.ncifcrf.gov/) was used. The reference number of datasets is GSE217170. For GSEA analysis, the software, GSEA_4.3.2, was used. A Chip platform (Mouse_Gene_Symbol_Remapping_MSigDB.v2023.1.Mm.chip) was downloaded from the GSEA website. Gene sets were obtained from the previous papers^30,31^.

### ChIP-seq analysis

Organoids were collected from nine wells in a 48-well plate, by Cell recovery solution (Corning). Organoids were washed with PBS two times, and dissolved in 10 ml of Advanced DMEM/F12. We added 1 ml of Fixative solution (50 mM HEPES-KOH (pH 7.5), 100 mM of NaCl, 1 mM EDTA, 0.5 mM of EGTA, and 1% formalin (ThermoFisher Scientific, #28906)), and rotated for 10 min, at r.t. To stop the reaction, 2.5 M of Glycine was added and mixed for 5 min, at r.t. by a rotator. Centrifuge the sample for 3 min, at 150× *g*, and remove the supernatant. Wash the sample by adding 1 ml of PBS containing protease inhibitor cocktail (Roche), centrifuge for 3 min, at 45× *g*, and remove supernatant. Repeat this step, and store the sample at −80 °C.

Chromatin was sonicated as previously described^56^. In total, 5 µg of the sonicated chromatin was incubated with antibodies against H3K4me3 (Millipore, #05-745 R, clone 15-10-E4, rabbit monoclonal, 3 µl) or H3K27me3 (Cell Signaling Technology, #9733 S, clone C36B11, rabbit monoclonal, 5 µl) at 4 °C overnight. Chromatin was collected using Dynabeads Protein G (ThermoFisher Scientific) and then eluted with TE buffer. After reverse cross-link in the eluate using 200 mM NaCl and proteinase K (ThermoFisher Scientific), DNA was isolated by phenol and chloroform extraction and ethanol precipitation. For ChIP-seq analysis, the sequencing library was prepared with GenNext NGS Library Prep Kit (Toyobo) from 5 ng and sequenced using Illumina Hiseq X (Illumina).

For sequencing QC and adapter trimming of all ChIP-seq data, fastp (version 0.20.0) was used. All reads were aligned to the mouse genome GRCm38/mm10 using bwa-mem (version 2.2) with default parameters. The resultant SAM file was converted into a BAM file, duplicates were removed using SAMtools (version 1.11), and blacklisted regions in the mouse genome were filtered. Peak calling was performed with the input control using MACS2 (version 2.1.0) with default parameters. Peaks that were unique to the control sample or to the TNFα sample were extracted using a bedtools’ subtract tool (bedtools version v2.30.0). Annotation of H3K4me3 and H3K27me3 peaks was performed by comparison with the mouse genome GRCm38/mm10 gtf file. The reference number of datasets is GSE221326 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi).

### Single-cell RNA sequencing (scRNA-seq)

Organoids were dissociated into single cells using Accumax (Innovative Cell Technologies), and debris and dead cells were removed by MACS separation column (Milteny Biotech). scRNA-seq libraries of the dissociated organoids were prepared using the Chromium Single Cell 3’ Library v3 kit (10x Genomics) according to the manufacturer’s protocol. We loaded 6000 cells for each sample. The libraries were sequenced on a NextSeq500 (Illumina) with 28 bp (Read1) and 100 bp (Read2) at a depth of >20,000 reads per cell. Sequencing reads were aligned to the mouse reference genome mm10, and expression matrixes were generated using CellRanger v6.12 (10x Genomics). We used t-stochastic neighbor embedding (t-SNE) and uniform manifold approximation and projection (UMAP) for data visualization. 4,081 cells were analyzed for wt (SC13a1), and 3,459 cells were analyzed for wt+TNFα (SC13b1).

### Bisulfite sequencing analysis

Sodium bisulfite modification was performed using 1 µg of genomic DNA using EZ DNA Methylation^TM^ Kit (ZYMO RESEARCH D5001). For sequencing, sodium bisulfite-modified DNA was amplified with primers for the Cdkn2a region (mp16-bsf-F2: ttgtattggggaggaaggagagattt, mp16-bsf-R: actccatactactccaaataactc). The PCR condition was 94 °C (2 m)→{98 °C (10 s)→58 °C (30 s)→68 °C (30 s)}x45 cycles. KOD DNA Polymerase (TOYOBO) was used. The PCR product was separated by electrophoresis on a 1% agarose gel and extracted using Monarch® DNA Gel Extraction Kit (BioLabs® Inc. #T1020S). dA was attached to both ends of the PCR product using 10x A-attachment mix (TOYOBO TAK-301). The A-attached PCR product was cloned into pCR™4-TOPO® TA vector (ThermoFisher #450030), and sequenced by the M13R universal primer. A ligation reaction was performed for 45 minutes. Approximately ten clones were sequenced using an ABI PRISM 310 sequencer (PE Biosystems, Foster City, CA). To visualize data, QUMA (http://quma.cdb.riken.jp/top/quma_main_j.html) was used.

### Statistics and reproducibility

Experiments were independently performed at least three times for Figs. 3a, g and 4b. No statistical method was used to predetermine sample size, but sample size was set to obtain the maximum results with the minimum number of samples to perform statistical analyses. No data were excluded from the analyses. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design and method is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1-7

### Source data

Source Data

## Data Availability

The RNA-seq data and the ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE217170, and GSE221326, respectively. The scRNA-seq data was deposited in the DDBJ under accession codes SAMD00641686 and SAMD00641687. We use OncoKB database [https://www.oncokb.org/cancerGenes], NCBI38/mm10 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/] for analyses. Source data are provided with this paper.

# Supplementary material for: Sleeping Beauty transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development
**Source:** Nat Commun. 2023 Oct 16;14:6514. doi: 10.1038/s41467-023-42228-z

Supplementary Figure 1

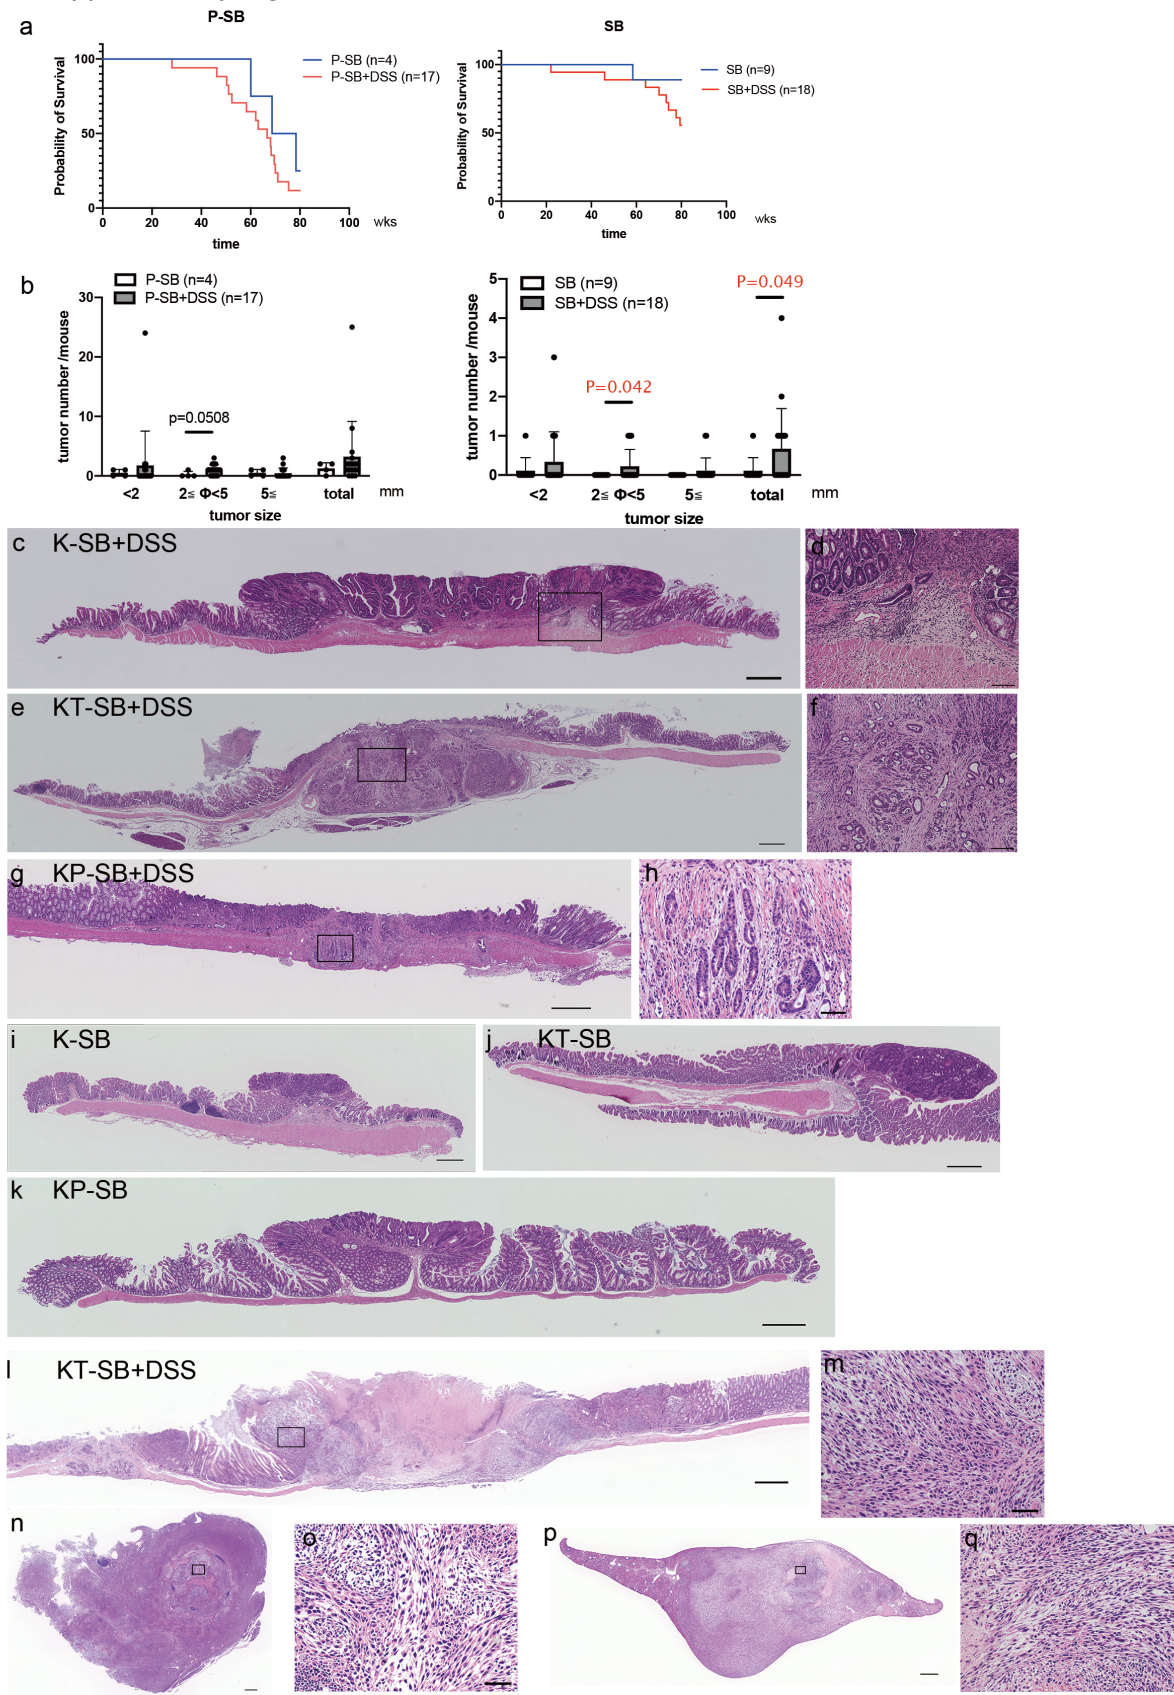

### **Supplementary Figure 1. Analyses of DSS-treated SB mice.**

(a) Survivals for P-SB and SB mice, we stopped monitoring mice when they reached 80 wks of age and sent for necropsy. The average age of P-SB (71.8), P-SB+DSS (62.4 wks), SB (77.6) and SB+DSS (72.6) mice, Log-rank test. (b) The number of tumors developed in the colon of P-SB, P-SB+DSS, SB and SB+DSS mice. Two-sided t-test. Data are represented as mean values  $\pm$  SD. HE staining for representative colon tumors of K-SB+DSS mouse (c and d), KT-SB+DSS mouse (e and f), KP-SB+DSS mouse (g and h), K-SB mouse (i), KT-SB mouse (j), and KP-SB mouse (k). High-magnification images of the insets in (c), (e) and (f) are (d), (f) and (h), respectively. A KT-SB+DSS mouse developed a large invasive adenocarcinoma (l and m) which metastasized to the liver (n, o, p and q). High magnification images of the insets in (l), (n) and (p) are (m), (o) and (q), respectively. Scale bars, 0.5 mm (c, e, g, i, j, k, l, n and p), 100  $\mu$ m (d and f) and 50  $\mu$ m (h, m, o and q).

# Supplementary Figure 2

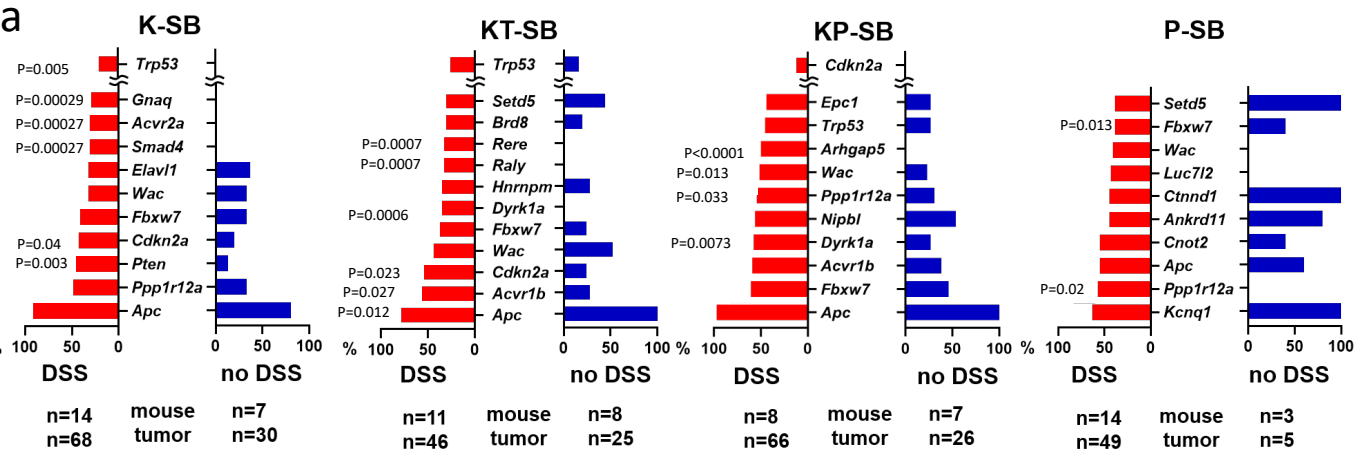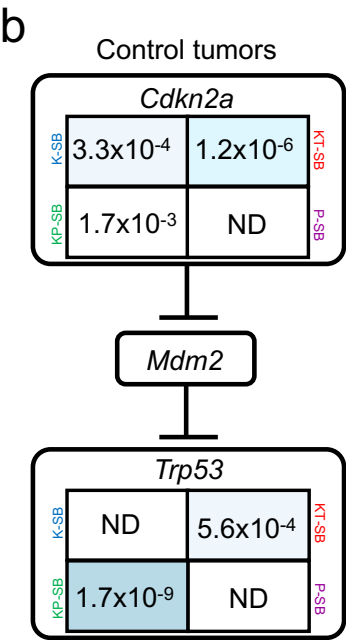

**Supplementary Figure 2. Frequently mutated genes in inflammation-associated tumors.**  
(a) Top-10 genes identified from K-SB+DSS, KT-SB+DSS, KP-SB+DSS, and P-SB+DSS mice and the frequencies for the genes in their controls. Two-sided Fisher’s exact test. (b) The p-values for *Cdkn2a* and *Trp53* in no DSS control tumors.

Supplementary Figure 3

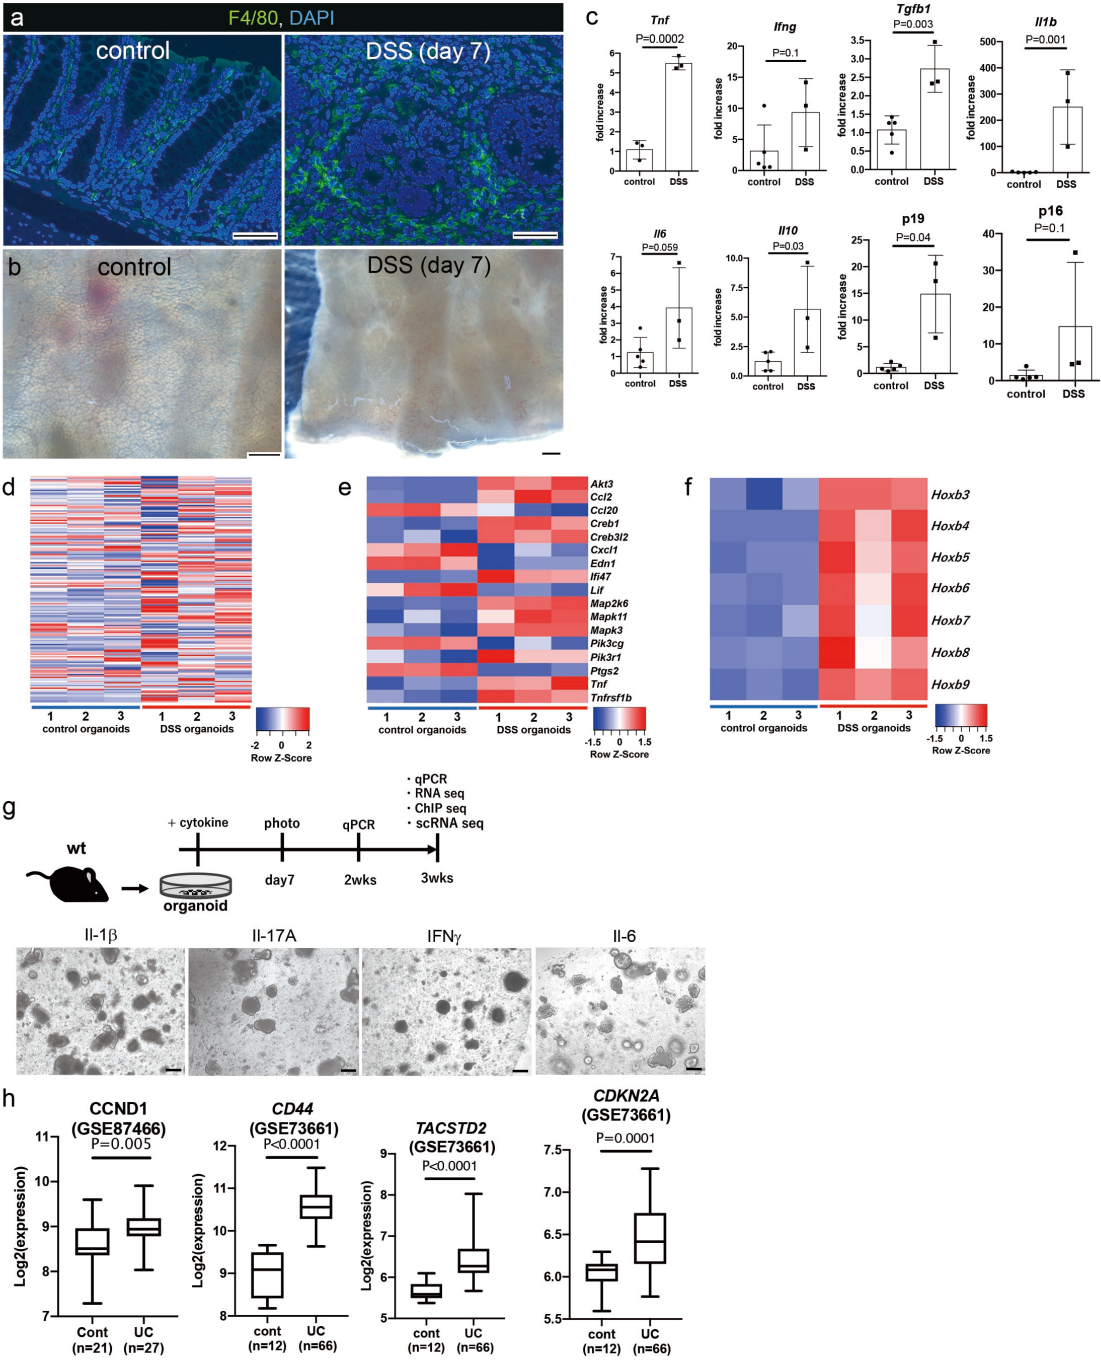

### **Supplementary Figure 3. Analyses of the DSS-treated mouse colon.**

(a) Representative images of Immunofluorescent staining for the macrophage (F4/80) in the normal colonic mucosa (left) and the mucosa at day 7 from DSS treatment (right). Bars; 50  $\mu$ m. At day 7 from DSS treatment, F4/80 (+) macrophages were accumulating near the damaged epithelial cells. (b) Macroscopic images of the normal mouse colonic mucosa (left) and the mucosa at day 7 from DSS treatment (right). Bars; 250  $\mu$ m. (c) Quantitative PCR results for inflammatory cytokines and p16/p19 using the normal mouse colon tissues (n=5) (control) and the colon at day 7 from DSS treatment (DSS) (n=3). We observed increased expression of p16/p19, as well as inflammatory cytokines including TNF $\alpha$ , TGF $\beta$  and IFN $\gamma$ . Two-sided t-test. The n indicates independent samples. Data are represented as mean values  $\pm$  SD. (d-f) Heatmaps showing the differentially expressed genes involved in senescence signaling (d), TNF signaling (e), and Hoxb cluster genes (f) between wt organoids and DSS organoids. (g) Photos of organoids with indicated cytokines. Addition of IFN $\gamma$  caused organoid death. The morphology of organoids did not change when Il-6, Il-1 $\beta$  and Il-17 were added Bars; 250  $\mu$ m. Three independent experiments were performed. (h) Box plots showing the RNA expression of colonic stem cell related genes in human colonic mucosa of the healthy control (cont) and UC patients (UC) derived from the GSE877466 and GSE73661 datasets. Two-sided t-test. The center lines indicate the mean value and whiskers indicate Min to Max.

# Supplementary Figure 4

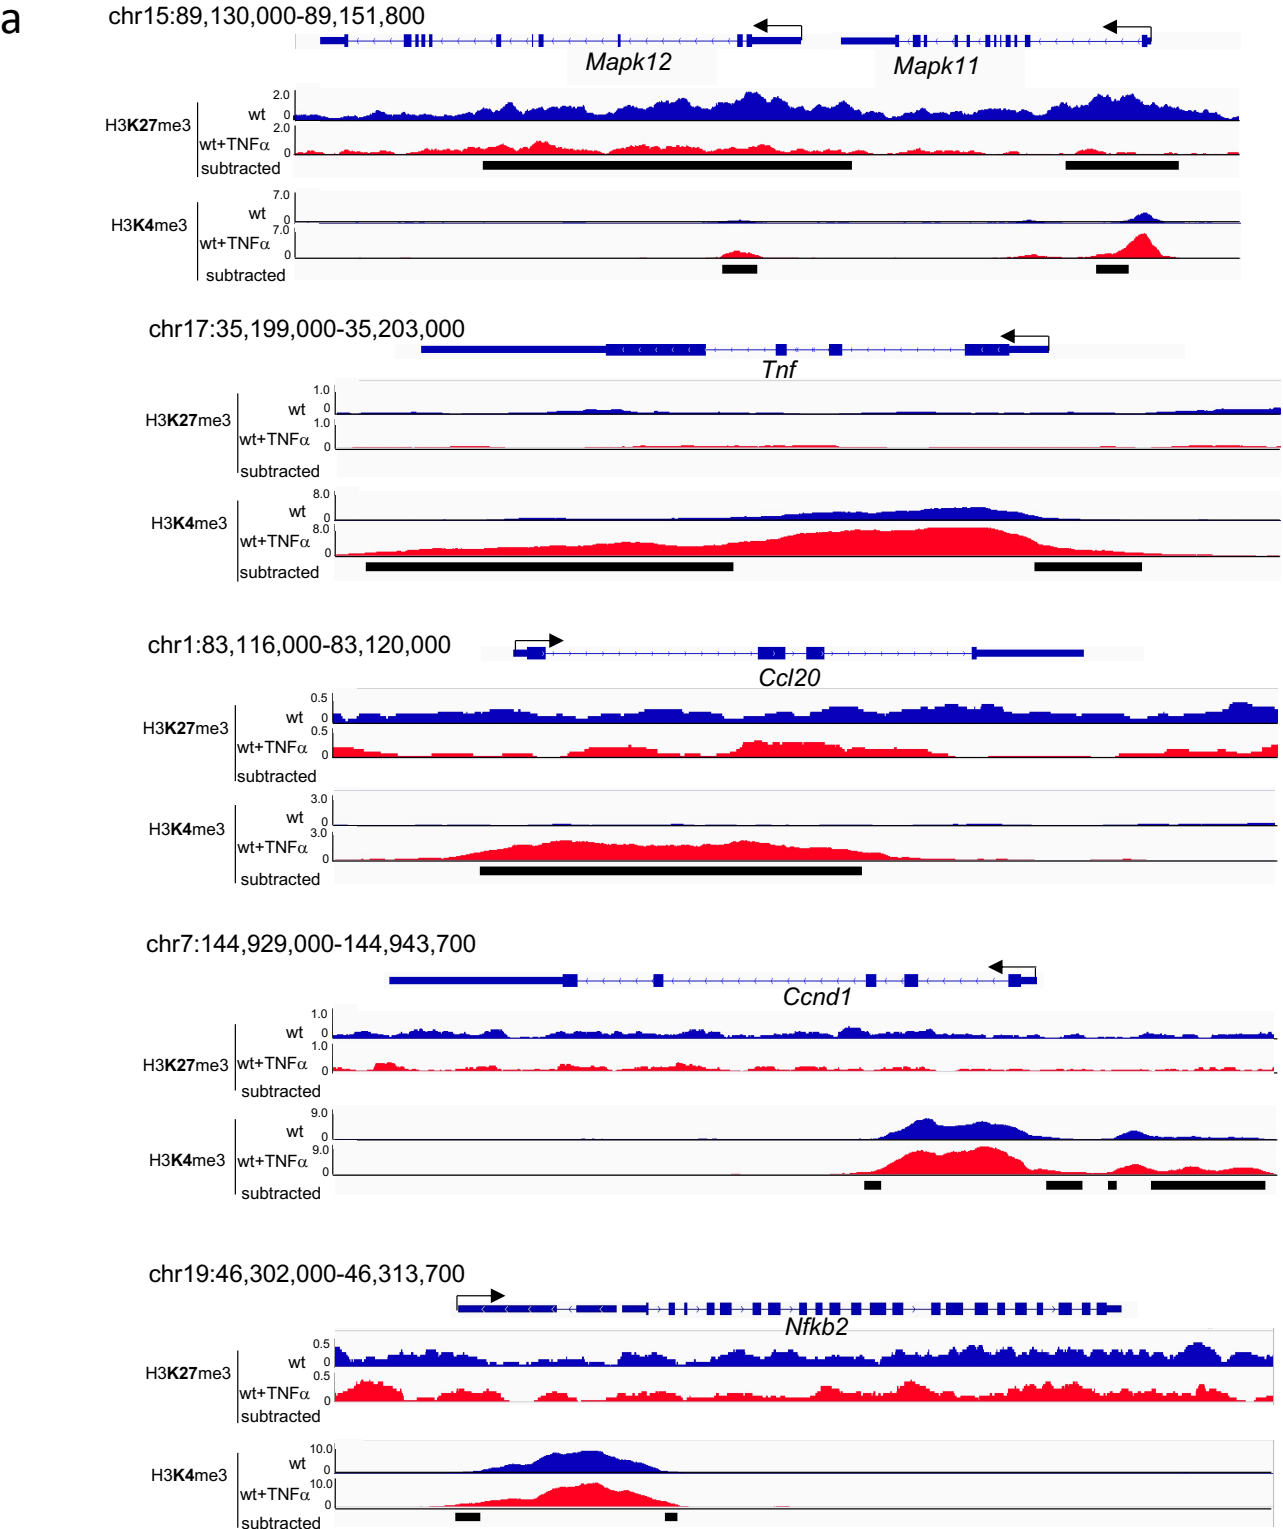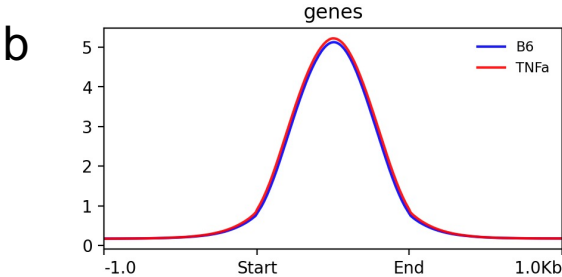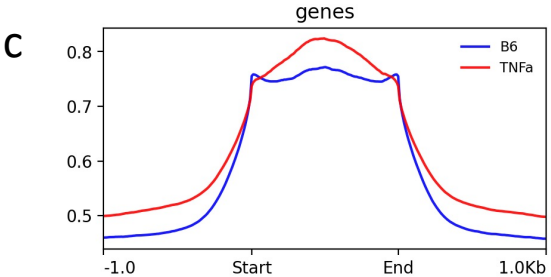

**Supplementary Figure 4. Genes epigenetically deregulated by TNF $\alpha$  in mouse colonic organoids.**  
(a) IGV images for ChIP-seq (H3K4me3 and H3K27me3) using wt organoids and wt+TNF $\alpha$ , for indicated genetic loci. (b, c) Pile up images for the intensity at transcription start sites for H3K4me3 (b), and H3K27me3 (c).

# Supplementary Figure 5

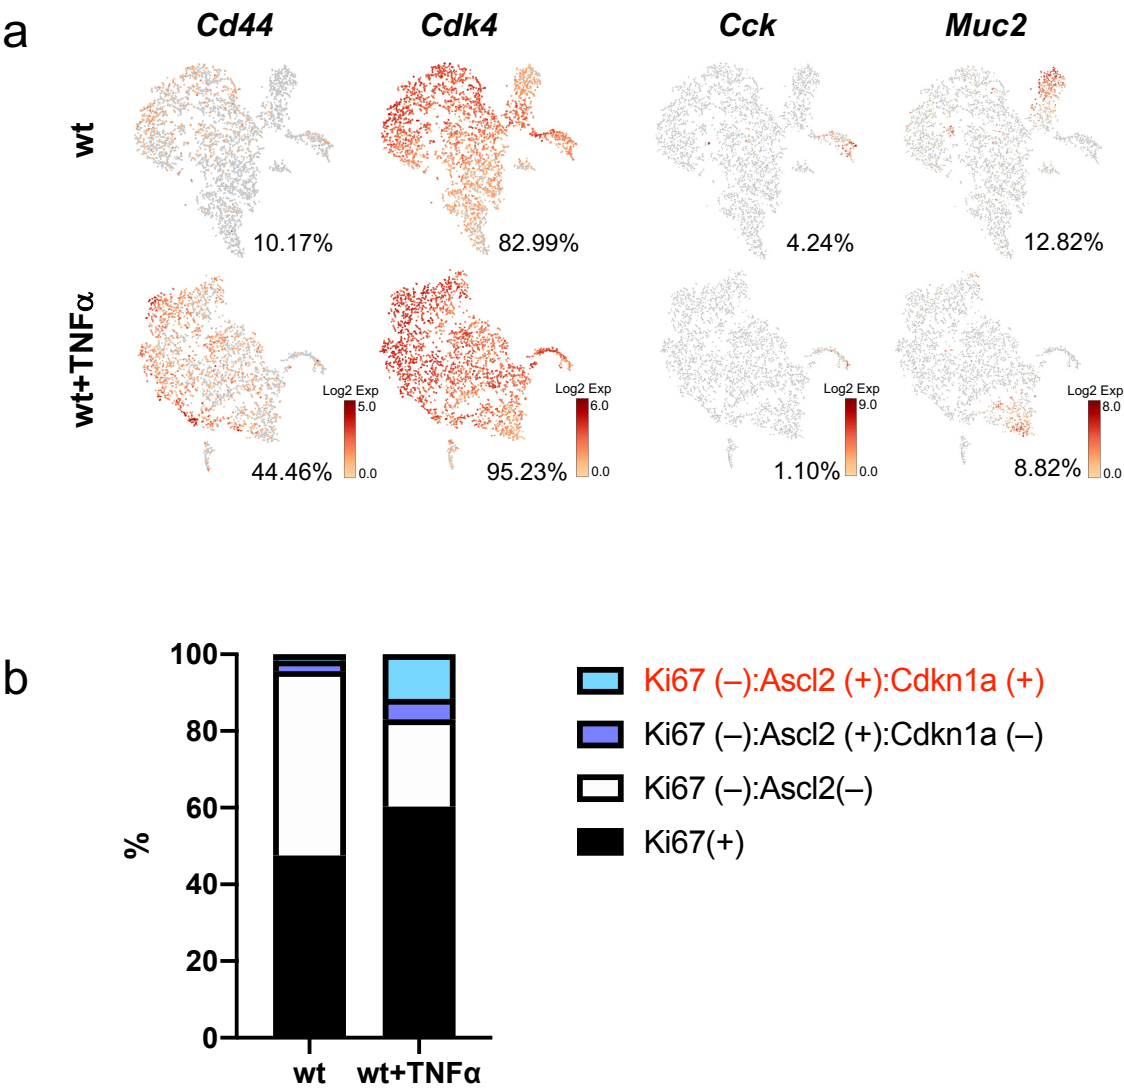

**Supplementary Figure 5. Single cell RNA-seq using TNF $\alpha$ -treated wt organoids.**

(a) T-SNE clustering analyses showing the cell population expressing indicated genes. (b) Bar graphs showing the proportion of double positive cells for *Ascl2*<sup>+</sup> and *Cdkn2a*<sup>+</sup> in all *Cdkn2a*<sup>+</sup> cells (left). Bar graphs showing the proportion of double positive cells for *Cd44*<sup>+</sup> and senescence<sup>+</sup> in all senescence<sup>+</sup> cells (middle). Senescence<sup>+</sup> means cells expressing *Cdkn2a* and/or *Trp53*. Bar graphs showing the proportion of double positive cells for *Cd44*<sup>+</sup> and *Cdkn2a*<sup>+</sup> in all *Cdkn2a*<sup>+</sup> cells (right). (c) The proportion of *Cdkn2a*<sup>+</sup> cells, double positive cells for *Ascl2*<sup>+</sup> and *Cdkn2a*<sup>+</sup> and *Ascl2*<sup>+</sup> cells in *mki67* positive or negative cells.

# Supplementary Figure 6

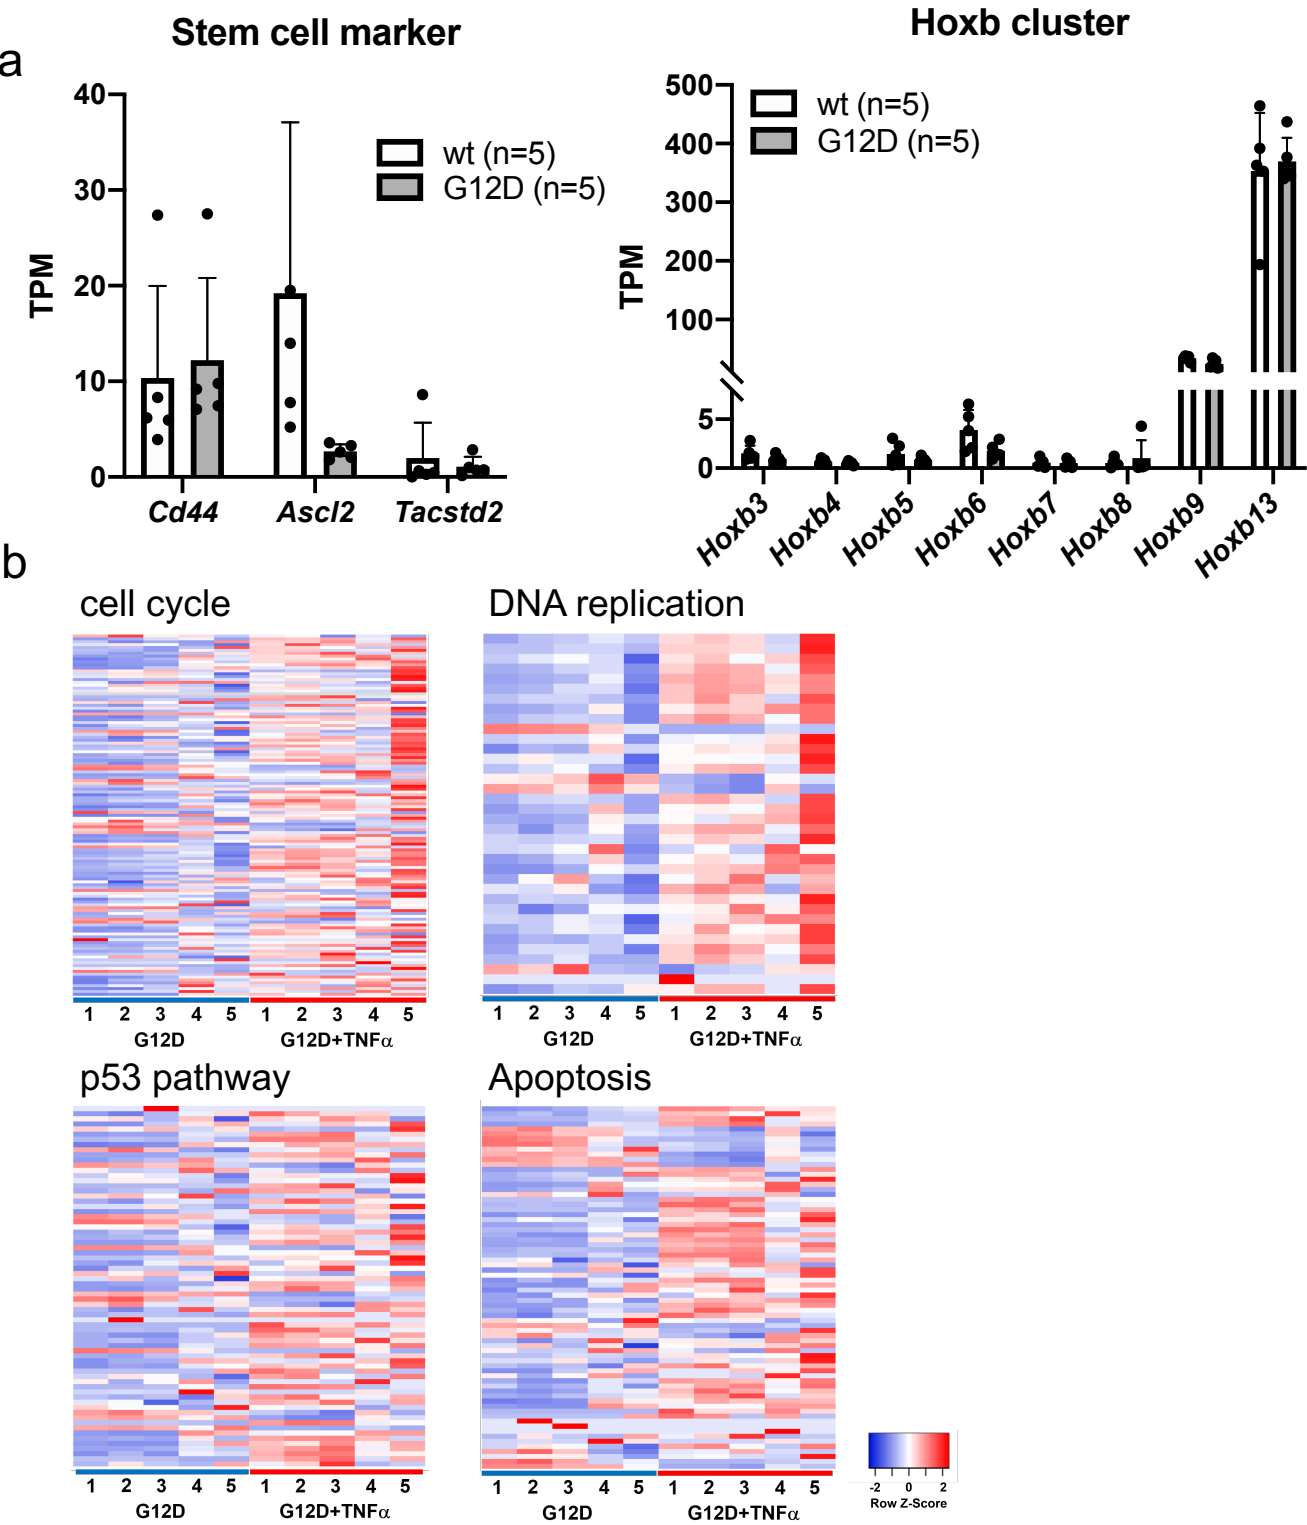

**Supplementary Figure 6. Expression analyses using KrasG12D organoids in the absence or presence of TNF $\alpha$ .**

(a) Bar graphs showing the expression (TPM values obtained by RNA-seq) of indicated genes in wt organoids and G12D organoids. Two-sided t-test. Data are represented as mean values  $\pm$  SD. The n indicates independent samples. (b) Heat maps showing the differentially expressed genes in “Cell cycle”, “DNA replication”, “p53 pathway” and “Apoptosis” signaling obtained by RNA-seq between KrasG12D organoids and KrasG12D organoids treated with TNF $\alpha$  for 3 wks.

# Supplementary Figure 7

## a KrasG12D/+ : Cdkn2a-gRNA organoids

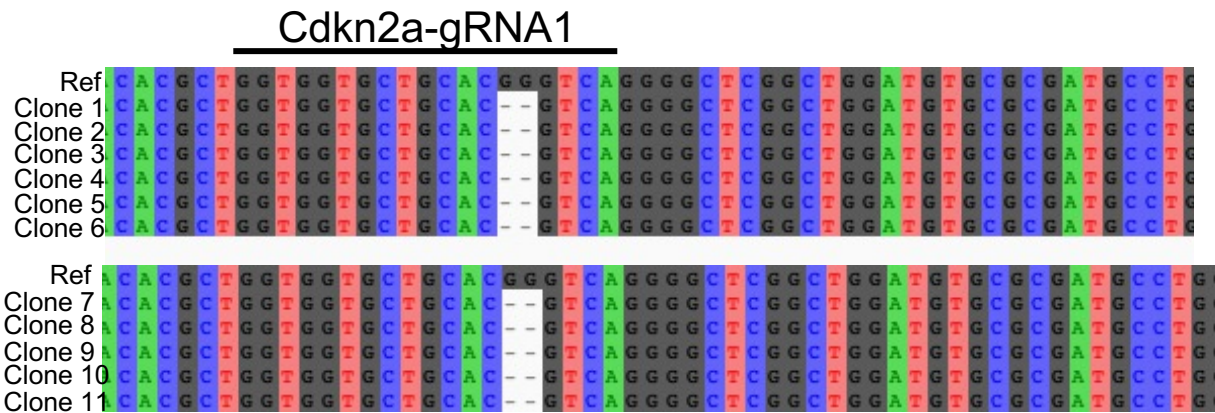

## b KrasG12D/+ : Trp53R270H/+ organoids

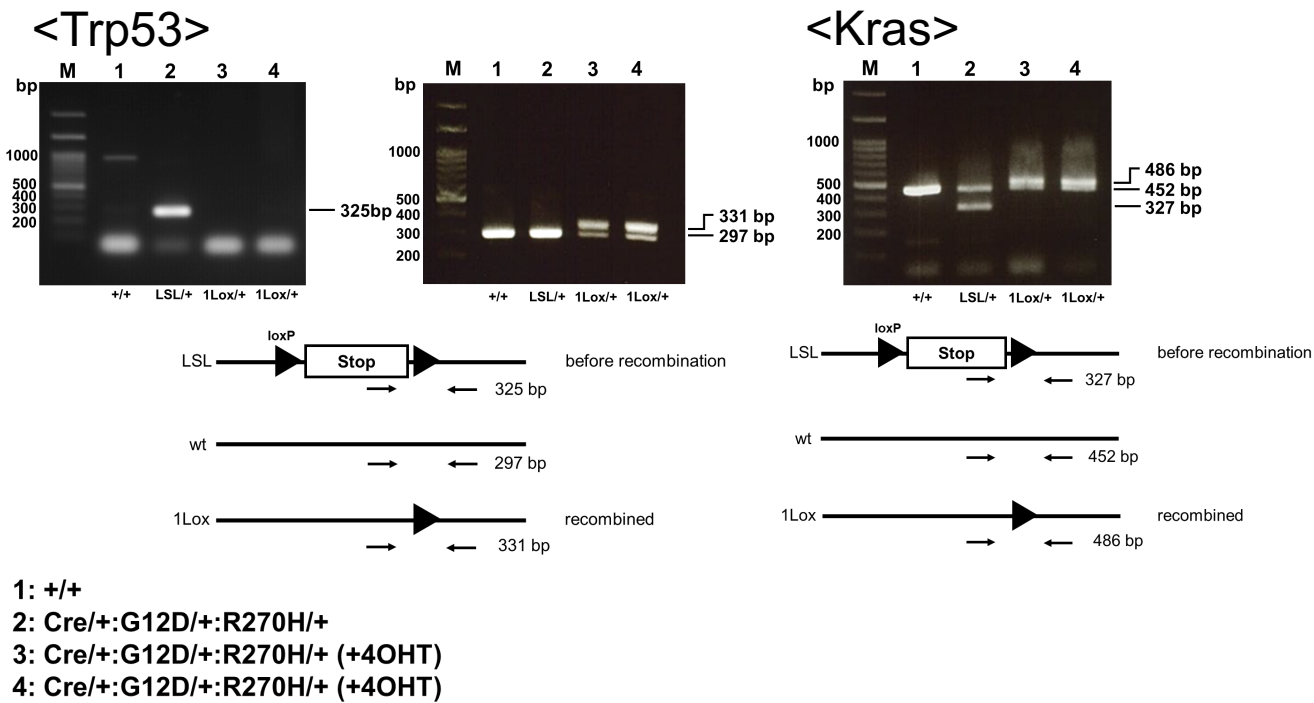

## c

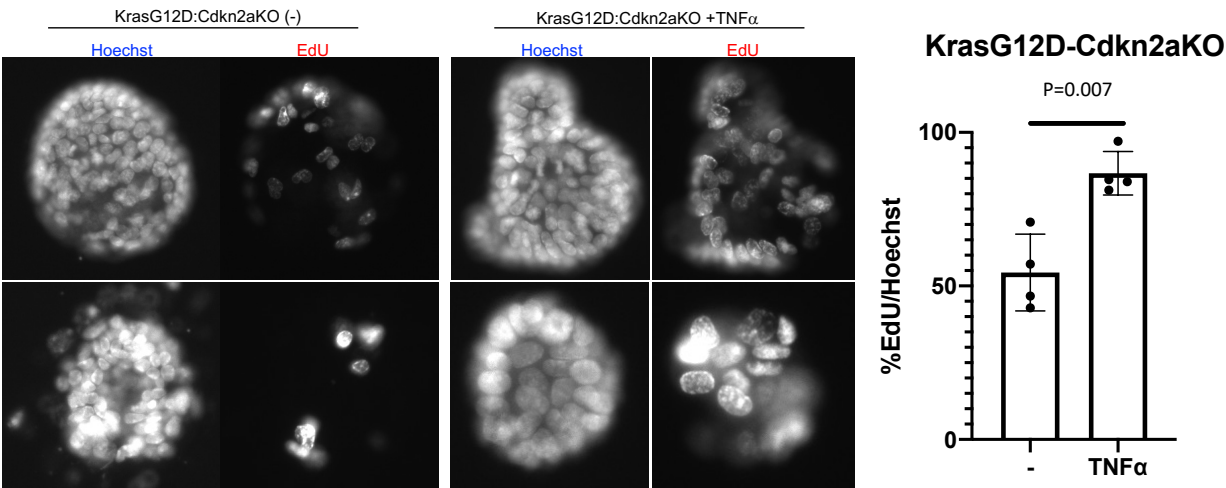

**Supplementary Figure 7. The sequencing analyses for genomic locus targeted by *Cdkn2a*-gRNA.**

(a) To confirm whether *Cdkn2a* was knocked out by CRISPR-Cas9 in KrasG12D/+ organoids used in Figure 4J, the target locus was PCR amplified and cloned into the vector. Eleven clones were sequenced and aligned to the reference sequence (top). Two-bp deletions were introduced in all clones, showing most of cells carried knockout alleles. (b) Recombination of loxP sequences by Cre recombinase was confirmed by PCR for *Trp53* and *Kras*. Three independent experiments were performed. (c) The fluorescence images of EdU positive cells (Red) and Hoechst positive cells (blue) in KrasG12D-Cdkn2a KO organoids with or without TNF $\alpha$ . Bar; 100  $\mu$ m. The representative images of three independent experiments. The n indicates independent samples. The quantification of EdU positive cells / Hoechst positive cells from one representative experiment with four independent samples in each group. Two-sided t-test. Data are represented as mean values  $\pm$  SD.

# Supplementary Figure 8

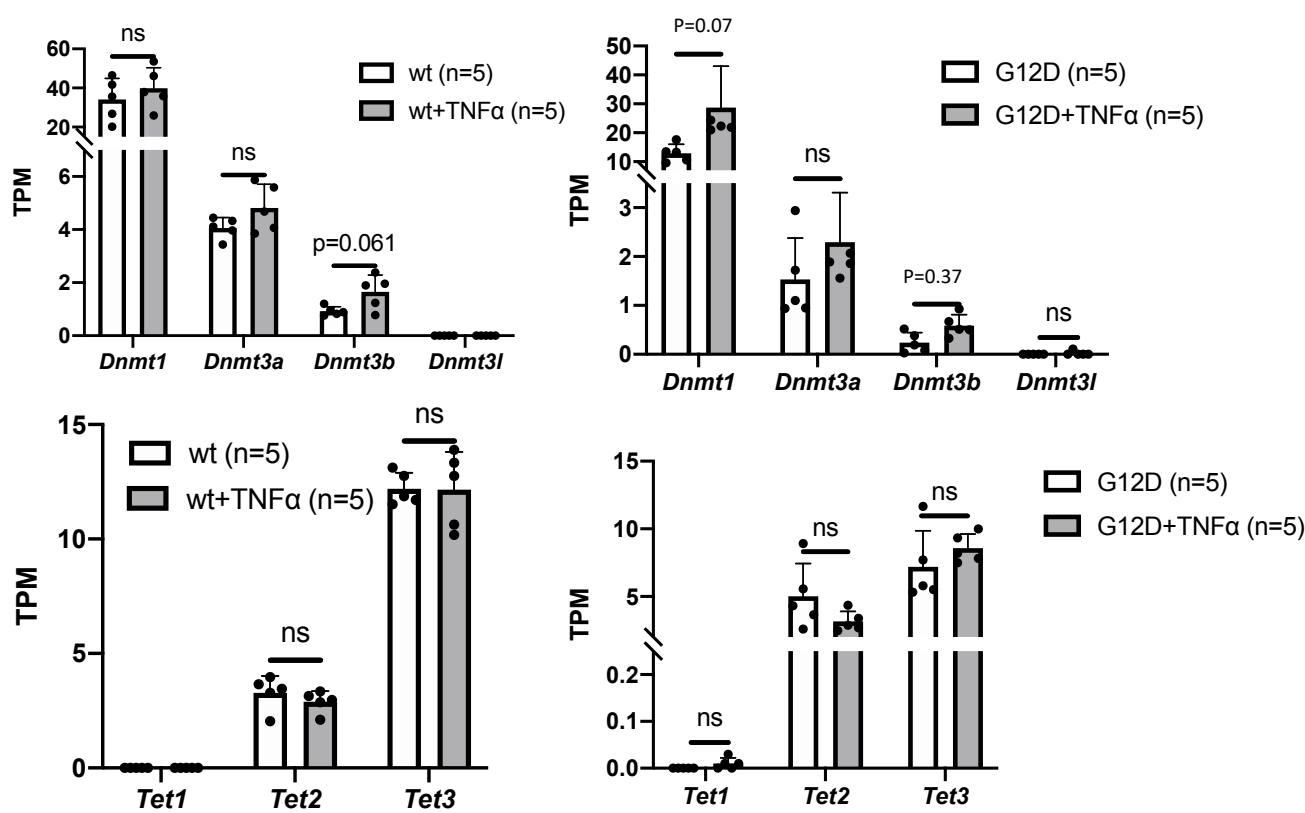

**Supplementary Figure 8. Long-term exposure of TNFα increased the level of DNA methylation in the *Cdkn2a* locus.**

Bar graphs showing the RNA expression of DNA methyltransferases and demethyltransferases in wt organoids or KrasG12D organoids in the absence or presence TNFα. The n indicates independent samples. Two-sided t-test. Data are represented as mean values +/- SD.

# Supplementary Figure 9

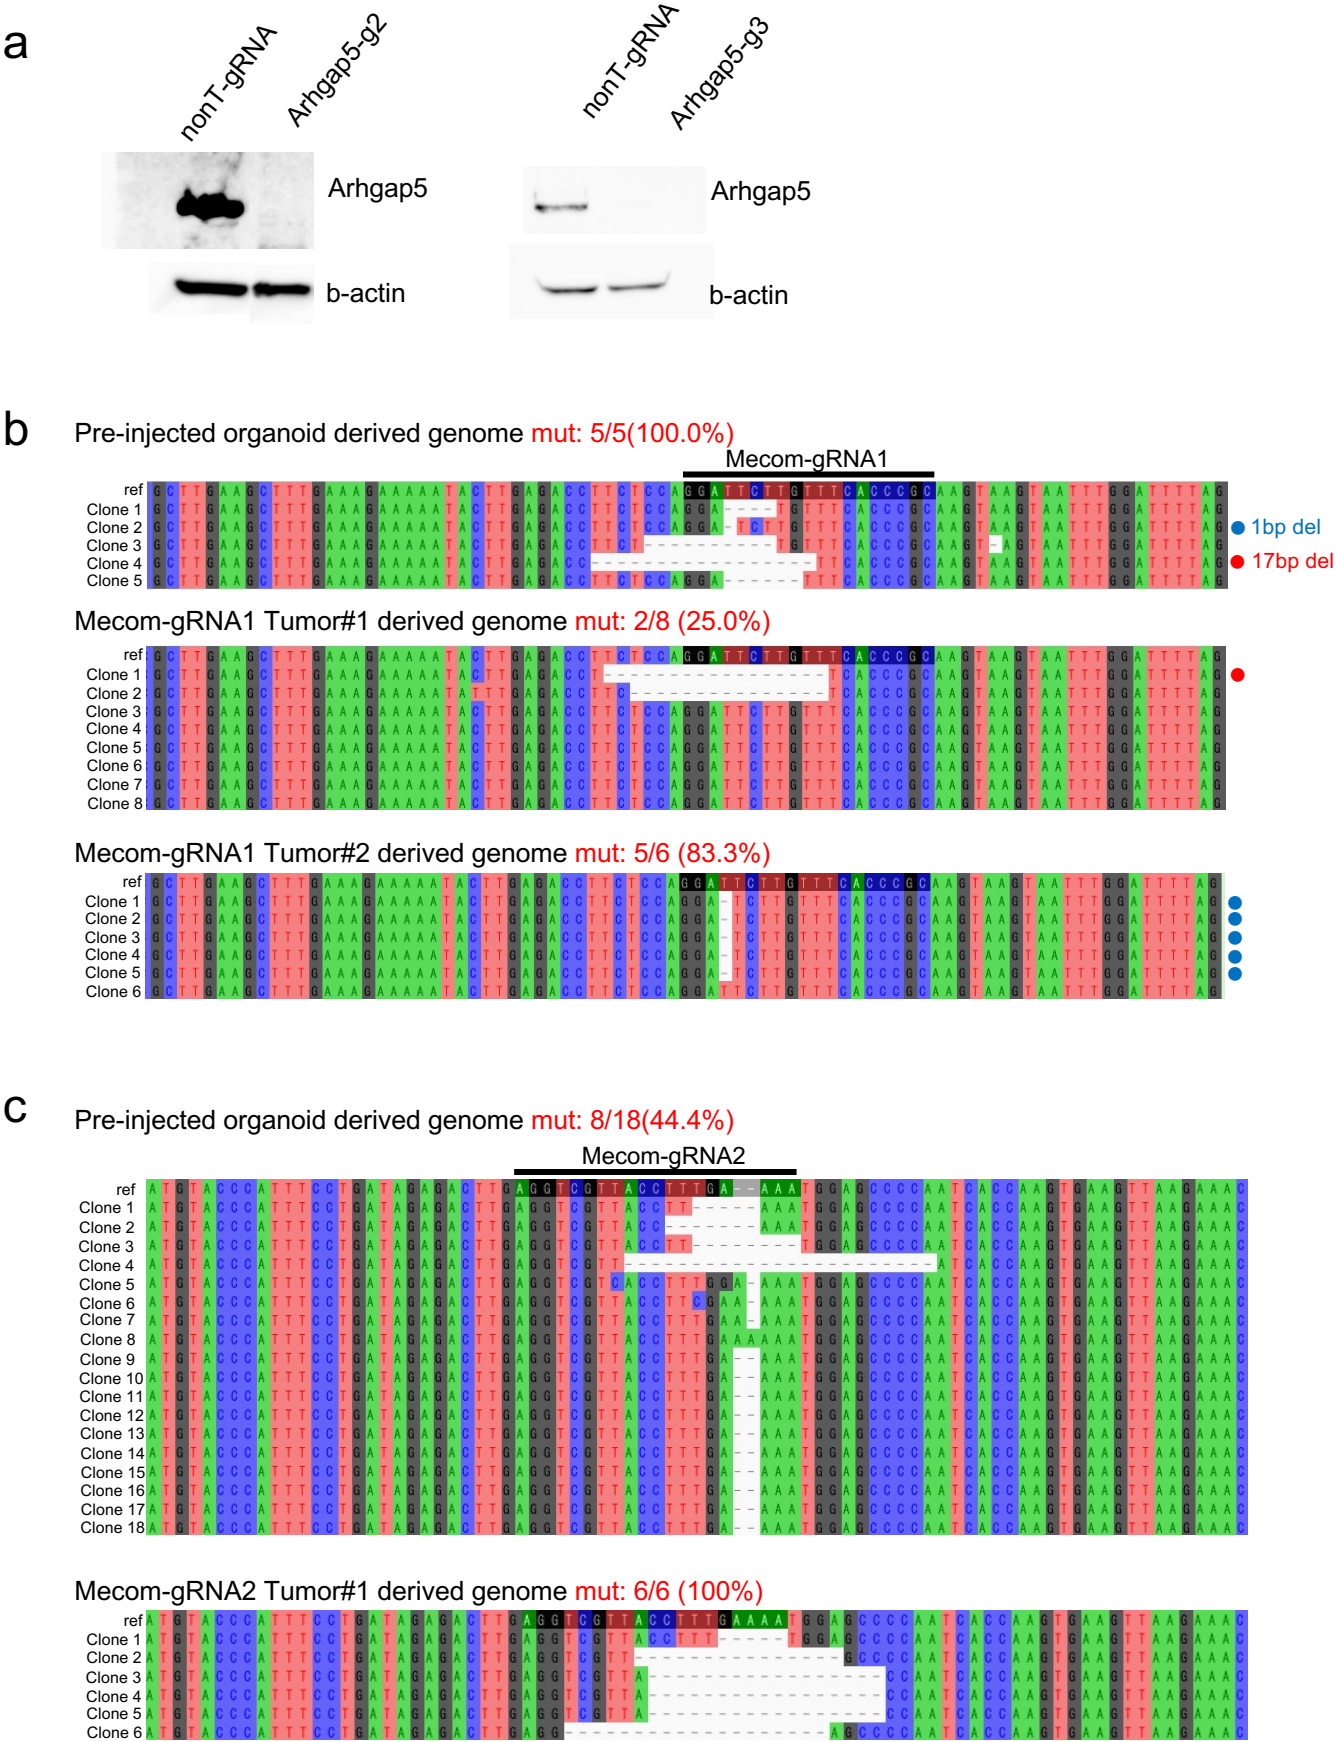

**Supplementary Figure 9. Confirmation of knockout for *Arhgap5* and *Mecom*.**

(a) *Arhgap5* protein expression was detected by western blotting in AK-Cas9-nonT-gRNA (AK), AK-Cas9-*Arhgap5*-gRNA2 (*Arhgap5*-g2) and AK-Cas9-*Arhgap5*-gRNA3 (*Arhgap5*-g3). Three independent experiments were performed. (b) The *Mecom* gRNA1 targeting loci were sequenced to confirm efficient introduction of mutations in pre-injected organoids (up), subcutaneous tumor#1-derived genome (middle), and subcutaneous tumor#2 organoid-derived genome (bottom). Note that the same mutation pattern was observed between pre-injected organoids and tumor genome as shown by the red and blue circles. (c) The *Mecom* gRNA2 targeting loci were sequenced to confirm efficient introduction of mutations in pre-injected organoids (up), subcutaneous tumor#1-derived genome (bottom). These data showed that clones carrying frameshift mutations were enriched in the tumor genome.

## Supplementary Tables

**Supplementary Table 1.** Sequences for qPCR primers

| F primer sequence       | R primer sequence       | PrimerBank ID | target gene | species |
|-------------------------|-------------------------|---------------|-------------|---------|
| CTGAACGGGAAGCTCACTGG    | ATGCCTGCTTCACCACTTC     | -             | Gapdh       | mouse   |
| AGGGCCGTGTGCATGACGTG    | GCACCGGGCGGGAGAAGGTA    | -             | p16         | mouse   |
| CCTGGTGATGTCCGACCTG     | CCATGAGCGCATCGCAATC     | 6671726a1     | Cdkn1a      | mouse   |
| CGCAGGTTCTTGGTCACTGT    | TGTTACGAAAGCCAGAGCG     | 6753390a1     | p19         | mouse   |
| GCCTCTCGTACATACAGACGC   | CCAGTTCTGCTTTGGATCAGC   | 8394248a1     | Ccl20       | mouse   |
| TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT | 6755430a1     | Ccl2        | mouse   |
| GCTCTACTCGTCTGGCTATGC   | GTGGGTAATAGGAGGACGCC    | 21886813a1    | Hoxb6       | mouse   |
| TGATACGCCTGAGTGGCTGTCT  | CACAAGAGCAGTGAGCGCTGAA  | -             | Tgfb1       | mouse   |
| GGTGCCTATGTCTCAGCCTCTT  | GCCATAGAACTGATGAGAGGGAG | -             | Trnf        | mouse   |
| GCTCTTACTGACTGGCATGAG   | CGCAGCTCTAGGAGCATGTG    | 6754318a1     | Il10        | mouse   |
| TCTATACCACTTCACAAGTCGGA | GAATTGCCATTGCACAACTCTTT | 13624310c2    | Il6         | mouse   |
| ACAGCAAGGCGAAAAAGGATG   | TGGTGGACCACTCGGATGA     | 145966741c2   | Infg        | mouse   |
| GCAACTGTTCTGAACTCAACT   | ATCTTTTGGGGTCCGTCAACT   | 6680415a1     | Il1b        | mouse   |
| GGAGATAGAGGACGACATTGGC  | ACGCTCCACTACTGACAGGTCA  | -             | Inhba       | mouse   |
| GGCTGTATTCCCCTCCATCG    | CCAGTTGGTAACAATGCCATGT  | 6671509a1     | Actb        | mouse   |
| AACTCTTTCGGTCGTACCCC    | GCGTGCTTGAGCTGAAGCTA    | 1162949a1     | p16         | mouse   |
| GGAGCGAGATCCCTCCAAAAT   | GGCTGTTGTCATACTTCTCATGG | 378404907c1   | GAPDH       | human   |
| ATGGAGCCTTCGGCTGACT     | GTAACATTCGGTGCGTTGGG    | 4502749a1     | p16         | human   |
| GGGTTTTTCGTGGTTCACATCC  | CTAGACGCTGGCTCCTCAGTA   | 17738294a1    | p14         | human   |
| TGCTGTACCAAGAGTTTGCTC   | CGCACACAGACAACTTTTTCTTT | 4759076a1     | CCL20       | human   |
| GTGCTCCACTCCGGTCTAC     | GTAACGTGTGTATGTCTGGCG   | 85543350c2    | HOXB6       | human   |

**Supplementary Table 2.** Sequences for qPCR primers to detect recombination in Kras and Trp53 alleles

| primer           | sequence                |
|------------------|-------------------------|
| Kras-y116        | TCCGAATTCAGTGACTACAGATG |
| Kras-y117        | CTAGCCACCATGGCTTGAGT    |
| Kras-y118        | ATGTCTTTCCCCAGCACAGT    |
| TP53-T035        | CTTGGAGACATAGCCACACTG   |
| Trp53-recombined | AGCCTGCCTAGCTTCCTCAGG   |

**Supplementary Table 3.** gRNA sequences

| gRNA name     | target sequence     | species |
|---------------|---------------------|---------|
| Cdkn2a-gRNA1  | GGTGGTGCTGCACGGGTCA | mouse   |
| Cdkn2a-gRNA2  | CCGGGCGGGAGAAGGTAGT | mouse   |
| Cdkn2a-gRNA3  | CAGCTCTTCTGCTCAACTA | mouse   |
| Arhgap5-gRNA2 | ACATTTGTACCGATCAGCT | mouse   |
| Arhgap5-gRNA3 | GTTCAATCTCTTCTAGATC | mouse   |
| non-targetT   | TATTACTGATATTGGTGGG | mouse   |
| Mecom-gRNA1   | GCGGGTGAAACAAGAATCC | mouse   |
| Mecom-gRNA2   | AGGTCGTTACCTTTGAAAA | mouse   |

Source data

Supplementary Fig 7b

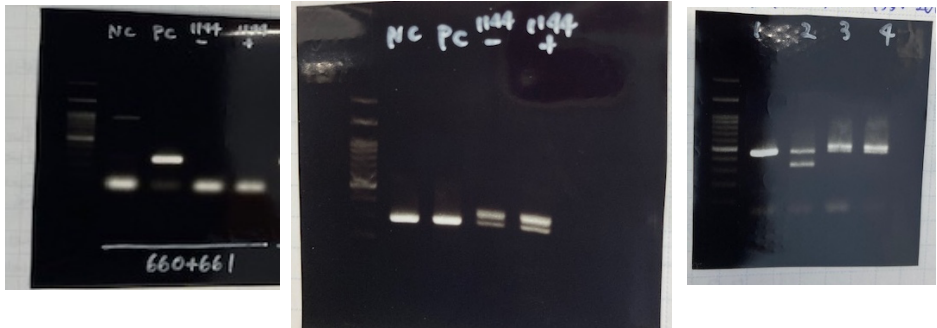

Supp Fig 9

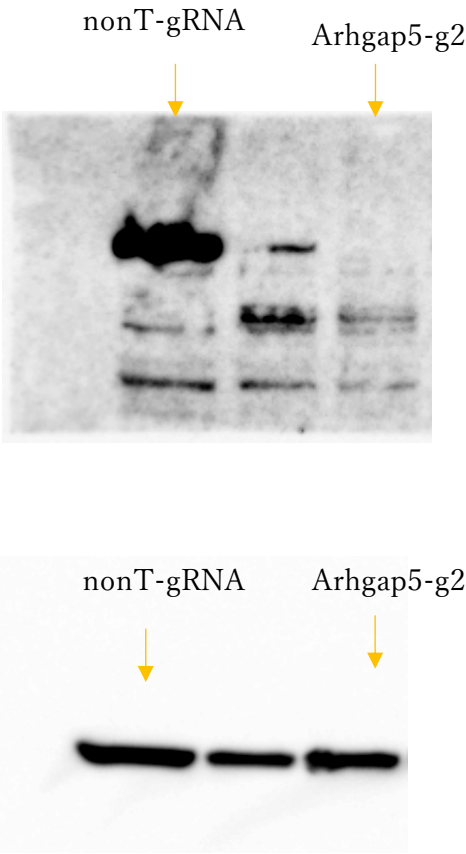

Supp Fig 9

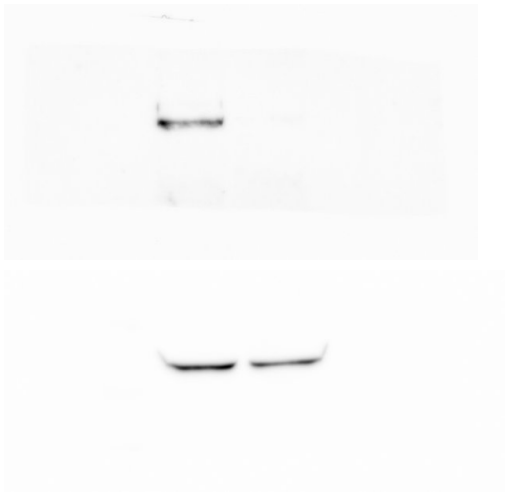

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Sleeping Beauty transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development
**Source:** Nat Commun. 2023 Oct 16;14:6514. doi: 10.1038/s41467-023-42228-z
**Supplement:** Supplementary file 3 — Reporting Summary

Last updated by author(s): 2023/9/8

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection All the software for data collection was described in the manuscript.

Data analysis Custom codes for the Sleeping Beauty screening analysis were deposited in <https://github.com/ni6o6/sb>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data and the ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE217170 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217170>], and GSE221326 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221326>], respectively. The scRNA-seq data was deposited in the DDBJ under accession code SAMD00641686 [<https://ddbj.nig.ac.jp/resource/biosample/SAMD00641686>], SAMD00641687 [<https://ddbj.nig.ac.jp/resource/biosample/SAMD00641687>].

We use OncoKB data base [<https://www.oncokb.org/cancerGenes>], NCBI38/mm10 [[https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/)] for analyses.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                       |
|--------------------------------------------------------------------|-----------------------------------------------------------------------|
| Reporting on sex and gender                                        | We reported the gender of the person from whom the sample originated. |
| Reporting on race, ethnicity, or other socially relevant groupings | We reported the race of the person from whom the sample originated.   |
| Population characteristics                                         | We used two samples derived from 2 Japanese male patients.            |
| Recruitment                                                        | Written informed consent was obtained in advance for participants.    |
| Ethics oversight                                                   | No compensation was paid to the participant.                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size, but sample size was set to obtain the maximum results with the minimum number of samples to perform statistical analyses. |
| Data exclusions | No data were excluded.                                                                                                                                                                |
| Replication     | Experimental results were obtained by three independent experiments, and only those with confirmed reproducibility are included.                                                      |
| Randomization   | Mice were randomly divided into DSS-treated and untreated groups.                                                                                                                     |
| Blinding        | The investigators were not blinded to allocation during experiments and outcome assessment.                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3K4me3 Ab (Millipore, #05-745R, clone 15-10-E4, rabbit monoclonal, 3 µl)<br>anti-H3K27me3 Ab (Cell Signaling Technology, #9733S, clone C36B11, rabbit monoclonal, 5 µl) |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

Broad species cross-reactivity of anti-H3K4me3 Ab (Millipore #05-745R) is expected due to sequence homology. This antibody is proven in ChIP-seq to detect H3K4me3 according to the manufacture's web site ([https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-15-10C-E4-rabbit-monoclonal,MM\\_NF-05-745R?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#overview](https://www.merckmillipore.com/JP/ja/product/Anti-trimethyl-Histone-H3-Lys4-Antibody-clone-15-10C-E4-rabbit-monoclonal,MM_NF-05-745R?ReferrerURL=https%3A%2F%2Fwww.google.com%2F#overview)) and by multiple previous studies using mouse genome (e.g. Shen et al, Nature, 488:116-120, 2012).

Anti-H3K27me3 Ab (Cell Signaling Technology #9733S) reacts with mouse Tri-Methyl-Histone H3 (Lys27) and is proven in ChIP-seq according to the manufacture's web site (<https://www.cellsignal.jp/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>). In addition, the reactivities of these antibodies has been validated by multiple previous studies (e.g. Wu et al, Nat Commun, 470:13, 2022).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

General laboratory mice were used. The genetic background of mice used in each experimental is reported in the Source Data file.

## Wild animals

The study did not involve wild animals.

## Reporting on sex

The age of each mouse is reported in the Source Data file.

## Field-collected samples

The study did not involve the samples collected from the field.

## Ethics oversight

All protocols for animal experiments were reviewed and approved by the institutional animal care and use committee of National Cancer Center (Study number: T19-006-M07). The study protocol for experiments on human-derived samples was approved by the Ethics Committees of the National Cancer Center (Study number: 2020-393, 2008-097). Written informed consent was obtained in advance for participants, and no compensation was paid.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

n/a

## Novel plant genotypes

n/a

## Authentication

n/a

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

All high-throughput sequencing data generated in this study are accessible at GEO via GEO accession number GSE221326 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221326>).

## Files in database submission

B6\_In\_DKDL22H000001-1a-AK2451\_H72FFDSX3\_L3\_1.fq.gz  
 B6\_In\_DKDL22H000001-1a-AK2451\_H72FFDSX3\_L3\_2.fq.gz  
 B6\_K4\_R1.fastq.gz  
 B6\_K4\_R2.fastq.gz  
 B6\_K27\_R1.fastq.gz, B6\_K27\_R2.fastq.gz  
 TNFa\_IN\_R1.fastq.gz  
 TNFa\_IN\_R2.fastq.gz  
 TNFa\_K4\_R1.fastq.gz  
 TNFa\_K4\_R2.fastq.gz  
 TNFa\_K27\_R1.fastq.gz  
 TNFa\_K27\_R2.fastq.gz  
 B6\_K4\_bwa.Q25\_fixmate\_markdup\_SpikIn.white\_peaks.narrowPeak  
 B6\_K27\_bwa.Q25\_fixmate\_markdup\_SpikIn.macs2\_broad0.01\_peaks.broadPeak  
 TNFa\_K4\_bwa.Q25\_fixmate\_markdup\_SpikIn.white\_peaks.narrowPeak  
 TNFa\_K27\_bwa.Q25\_fixmate\_markdup\_macs2\_broad0.01\_peaks.broadPeak

Genome browser session  
 (e.g. [UCSC](#))

Available at GEO

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Single                                                                                                                                                                                                                                                                                                                              |
| Sequencing depth        | Name: Total_reads, Unique_reads, Reads_length, Reads_type<br>B6_Input: 34358934, 34186140, 150, PE<br>B6_H3K4me3: 46148719, 45815354, 150, PE<br>B6_H3K27me3: 102912657, 102172818, 150, PE<br>TNFa_Input: 60183325, 59926704, 150, PE<br>TNFa_H3K4me3: 76022679, 75701964, 150, PE<br>TNFa_H3K27me3: 102830474, 102541252, 150, PE |
| Antibodies              | anti-H3K4me3 Ab (clone 15-10C-E4, Millipore #05-745R) anti-H3K27me3 Ab (C36B11, Cell Signaling Technology #9733S),                                                                                                                                                                                                                  |
| Peak calling parameters | H3K4me3: Macs2: -f --SPMR -p 1e9<br>H3K27me3: Macs2: -f --SPMR -broad --broad-cutoff 0.01                                                                                                                                                                                                                                           |
| Data quality            | H3K4me3 peaks were called with q-value threshold of $10^{-7}$ .<br>H3K27me3 peaks were called with q-value threshold of $10^{-2}$ .                                                                                                                                                                                                 |
| Software                | fastp (version 0.20.0)<br>bwa-mem (version 2.2)<br>SAMtools (version 1.11)<br>MACS2 (version 2.7.1)<br>deeptools (version 3.5.1)<br>bedtools (version 2.30.0)                                                                                                                                                                       |

# Supplementary material for: Sleeping Beauty transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development
**Source:** Nat Commun. 2023 Oct 16;14:6514. doi: 10.1038/s41467-023-42228-z
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Supplementary Data**

**Supplementary Data 1.** 1,459 CCDGs identified from SB screens.

**Supplementary Data 2.** Overlapping genes identified from the previous SB screens and the SB screens in the present study.

**Supplementary Data 3.** Inflammation-associated tumor-related genes.

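The ChIP-seq gene lists can be set against each other by gene. Of the 1878 genes that lost H3K27me3 at the promoter in wt+TNFα organoids, 554 (29.5%) had also gained H3K4me3. In 10000 random lists of the same size, drawn from the 7876 genes with an H3K27me3 peak at the promoter in wt, the number that had gained H3K4me3 was 284 in the median and between 235 and 346, so the observed number lay above every random list. Among all genes of that background, 15.2% had gained H3K4me3. Part of this difference lies in which genes carry H3K4me3 at all. In a background chosen after the result was seen, the genes that also had a wt+TNFα H3K4me3 peak at the promoter, 554 of 594 genes (93.3%) had gained H3K4me3, against 487 in the median of the random lists, 461 to 514 over all of them, and 82.1% of that background. The number that had lost H3K27me3 and H3K4me3 was 161, against 172 in the median of the random lists and 130 to 219 over all of them. Subtracting whole peaks left 42 genes with both a loss of H3K27me3 and a gain of H3K4me3. These percentiles describe the sequenced libraries and not a difference between replicated groups.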

**Supplementary Data 4.** Genes identified from ChIP-seq.

**Supplementary Data 5.** Pathway analyses for genes identified from ChIP-seq using wt organoids and TNF $\alpha$ -treated wt organoids.

**Supplementary Data 6.** Genes identified from ChIP-seq and RNA-seq.

**Supplementary Data 7.** Overlapping genes between SB screens and TCGA datasets.

How the deposited data were processed for this re-analysis (not part of the article)

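H3K27me3 and H3K4me3 were measured by ChIP-seq in wt and wt+TNFα mouse colonic organoids, with 1 library per condition and mark and 1 input per condition. Samples were grouped by condition and mark as the sample labels and the reporting summary give them. The 4 deposited peak lists were used, and neither the reads nor the input libraries were analysed here. RNA-seq was not analysed here, so gene lists that join ChIP-seq with RNA expression are not treated.

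According to the paper, the authors trimmed the reads with fastp, aligned them to GRCm38/mm10 with bwa-mem, removed duplicates with SAMtools, filtered blacklisted regions and called peaks with MACS2 against the input. The methods and the reporting summary name different MACS2 versions. In each deposited list the fold enrichment is a ratio of the ChIP signal to the local background that MACS2 derives from the input, and the authors' p-values and q-values are given as −log10. The name of every list except that of wt+TNFα H3K27me3 mentions a spike-in, and the paper's text does not name one. The authors computed fold enrichments and −log10 q separately for each library. Fold enrichments were therefore used to describe and rank peaks within a list, and −log10 q to filter each list and to rank its peaks into groups by strength, whose overlap with the other list was then compared between the conditions.

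Peaks were converted to 1-based coordinates and merged within each list. No peak reached past the end of a chromosome. Bases unique to one condition were extracted with bedtools subtract (version 2.31.1), and shared bases with bedtools intersect. Genes were assigned through the GENCODE annotation of GRCm38/mm10 with 55450 genes, 55341 symbols and 141767 transcripts. All gene types were used, counted by symbol, and a promoter covered 1000 bp on each side of every transcript start. An overlap of 1 bp was enough for an assignment. Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

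The number of genes with both a loss of H3K27me3 and a gain of H3K4me3 was set against 10000 random gene lists of the same size. The KEGG lists were read from the paper's pathway tables, whose copies were as long as the tables state, and all of their symbols matched the annotation. The gene lists of Supplementary Data 4 were held in part, 1314 and 1997 genes, so the totals that the paper states for them were used for comparison, and the lists themselves only to look up whether a named gene was in the list for decreased H3K27me3. Because each condition has 1 library per mark, there was no test across replicates, and no error or p-value is given. The precision of a peak's position or of a gene count is therefore unknown. The total reads differed between wt and wt+TNFα for the inputs and for H3K4me3.

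The comparisons, the settings above, the rule for naming genes and the first set of alternative settings were fixed before the data were examined. The rule names 32 genes that the paper names or labels at its ChIP-seq results. It adds the 5 protein-coding genes with the highest wt H3K27me3 fold enrichment among promoters with no wt+TNFα H3K27me3 peak, and the 5 with the highest wt+TNFα H3K4me3 fold enrichment among promoters with no wt H3K4me3 peak. Not every gene under this rule is reported here. The 10 alternative settings of that set for the gene counts were promoters of 500 bp or 2000 bp on each side, promoters from 1000 bp upstream to the transcript start, subtraction of whole peaks, an overlap of at least 200 bp, 1 start per gene, protein-coding genes alone, peaks above the median −log10 q of their own list, equal numbers of peaks in both lists of a mark, and subtraction of peaks extended by 1000 bp on each side. For the shared bases, the alternatives were the 2 filters on −log10 q and the share of peaks overlapping by at least 1 bp or by at least 50% of their length. Alternatives added later were autosomes alone, H3K27me3 peaks with −log10 q of at least 2, equal covered length on the autosomes, and promoters of 5000 bp on each side.

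The steps were tested on simulated peak lists with known changes at 2000 genes. Of the planted changes, 100% were recovered for each of the 4 directions, 400 losses and 200 gains of H3K27me3 and 400 gains and 200 losses of H3K4me3, with 0 other genes called. The simulated lists had no noise, no difference in depth and no neighbouring promoters. The recovery therefore shows that the steps run as defined, and not that a call in the real lists is a true change. Of 200 planted shifts of an H3K4me3 peak edge, 0 were called when an overlap of at least 200 bp was required.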

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

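The tests on chromosome X, on the sex of the cultures, on a single exchanged library, on TNFα itself, on covered length, on weak peaks and on total reads were chosen only after the results were seen.

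In a part of the data that the paper does not report on, H3K27me3 was called over 74.7 Mb of chromosome X in wt+TNFα, in 11578 peaks, against 0.597 Mb in 247 peaks in wt. A library in which more H3K27me3 is called everywhere does not account for this, because the covered length rose 125-fold on chromosome X and between 1.86-fold and 2.65-fold on the 19 autosomes. An exchange of the wt+TNFα H3K27me3 library alone is argued against by the H3K4me3 libraries, which are separate and differ too. At the Xist promoter, the H3K4me3 peak was 4105 bp wide in wt+TNFα (X, 103479884 to 103483988) and 810 bp wide in wt (103481890 to 103482699), a ratio of 5.07. Its fold enrichment of 23.4 in wt+TNFα lay above 41.2% of the peaks in its own list, and that of 8.55 in wt above 11.5%. H3K4me3 peaks on chromosome Y were called in wt at Kdm5d, Eif2s3y and Uty, with fold enrichments of 9.21, 8.41 and 11.8, and none was called in wt+TNFα. Xist and these 3 genes were picked after their values were seen.

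The chromosome Y peaks of wt and the Xist peak of 4105 bp in wt+TNFα are consistent with cultures of different sex in the 2 conditions, a male one for wt and a female one, with an inactive X chromosome, for wt+TNFα. This is a hypothesis found and tested on the same lists. TNFα acting on 1 culture would have to spread H3K27me3 over chromosome X, widen the Xist peak and remove the chromosome Y peaks. The chromosome Y H3K4me3 peaks, 3 in wt and 0 in wt+TNFα, and the 125-fold rise of H3K27me3 on chromosome X come from separate libraries. They argue against TNFα as the only cause on chromosomes X and Y. Each condition has 1 library per mark and no second culture was sequenced. On the autosomes, TNFα therefore cannot be told apart from a difference between the cultures. The paper's text does not name the sex of the mice behind the wt organoids. It refers to the source data for the sex of mice, and the copy of the source data used here was held in part. If the cultures came from different animals, differences between the animals would also enter the comparisons on the autosomes, and the 4 lists give no way to separate them.

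In the direction that the paper did not focus on, 9482 genes gained H3K27me3 at the promoter in wt+TNFα, 5.05 times the number that lost it. Chromosome X held 1828 of the genes with a gain and 1 with a loss, and on the autosomes alone the ratio was 4.08, so chromosome X is not the whole cause. The wt+TNFα peaks absent from the wt list were not all weak. In the strongest 25% of the wt+TNFα list by −log10 q, 19.3% of the autosomal peaks were absent from the wt list, against 4.42% in the reverse comparison. In the weakest 25% these shares were 90.5% and 27.5%. The lists were unequal in covered length on the autosomes, 101 Mb in wt and 228 Mb in wt+TNFα. A longer list leaves fewer peaks of the other unmatched whatever their strength. These shares therefore cannot decide whether weak peaks of the longer list are the cause.

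For the excess of promoters that gained H3K27me3, several explanations stay open. With both lists cut to equal covered length on the autosomes, the ratio of gains to losses was 0.95, but equal lengths fix the balance of gained and lost bases by construction, so the greater length called in wt+TNFα cannot be told apart from a spread of the mark. From the promoters with a loss to those with a gain, the median GC content fell by 3.7 points, from 53.3% to 49.7%, less than the 5 points that the test required. A smaller GC effect cannot be told apart. The inputs differed 1.75-fold in total reads, and the name of the wt+TNFα H3K27me3 list lacks the spike-in that the other lists mention, so a different treatment of that list or its input by the authors may have raised the number of calls and cannot be told apart from an effect of TNFα. A difference between the cultures is open as well and was not tested on the autosomes.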

How the results depend on the processing

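The alternatives with autosomes alone, with −log10 q of at least 2, with equal covered length and with promoters of 5000 bp were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library per mark. No error between replicates was available, so a gene count was taken as kept when it stayed within 1.5 times its reported value. A percent of shared bases was kept when it stayed within a 95% binomial interval computed with the number of wt peaks as its size. That interval is a working limit and not the error of a percent of bases. The percent of the Hoxb interval was kept only when it was unchanged. Over the settings fixed in advance, 38 of 72 values were kept in this sense and 34 moved, and over the added ones 11 of 19 were kept and 8 moved.

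The direction of the balance was kept for both marks. Genes that gained H3K27me3 outnumbered those that lost it between 3.53-fold and 9.00-fold over the 10 settings fixed in advance, and genes that gained H3K4me3 outnumbered those that lost it between 1.81-fold and 3.66-fold. With the added equal covered length, the balance of H3K27me3 was turned, with 3109 genes that lost it and 2953 that gained it, and 62.1% of the wt bases were also covered in wt+TNFα. This alternative fixes the gained and lost bases to be equally many by construction.

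Subtraction of whole peaks removes a peak that widens or splits entirely. Among the settings fixed in advance it moved the counts of H3K27me3 lost, H3K4me3 gained or lost, and either change most, and the count of both changes most among the 4 settings run for it, while H3K27me3 gained moved further with protein-coding genes alone. It left 567 genes with H3K27me3 lost, 4800 with it gained, 532 with H3K4me3 gained, 255 with it lost, 1057 with H3K27me3 lost or H3K4me3 gained and 42 with both. Of the genes of Supplementary Data 5 with the mark change, 4 of Cellular senescence for H3K27me3, 5 of Cellular senescence for H3K4me3 and 1 of Cell cycle for H3K4me3 were left. With subtracted peaks extended by 1000 bp, which removes gains and losses at peak edges by construction, 796 genes had lost H3K27me3, 546 had gained H3K4me3, 1271 had either change and 257 had lost H3K4me3. An overlap of at least 200 bp, which removes short pieces, gave 2112 genes with H3K4me3 gained, 577 with it lost and 3253 with H3K27me3 lost or H3K4me3 gained.

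Promoters of 500 bp on each side, which cover fewer bases, gave 6777 genes with H3K4me3 gained, 3519 with it lost, 7759 with H3K27me3 lost or H3K4me3 gained and 364 with both. Promoters of 5000 bp gave 4602 genes with H3K27me3 lost. Protein-coding genes alone, a smaller set, gave 1144 with H3K27me3 lost and 4509 with it gained.

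Peaks above the median −log10 q of their own list gave 6264 genes with H3K4me3 gained, 3069 with it lost and 7445 with H3K27me3 lost or H3K4me3 gained. Of the wt bases, 88.8% for H3K27me3 and 91.0% for H3K4me3 were then shared with wt+TNFα. Equal numbers of peaks gave 82.7% for H3K27me3. Under each of these filters H3K27me3 covered 41.0% of the Hoxb interval in wt+TNFα. H3K27me3 peaks with −log10 q of at least 2, of which the lists hold 3930 in wt and 11785 in wt+TNFα, gave 577 genes with H3K27me3 lost, 5044 with it gained, 289 with H3K27me3 lost and H3K4me3 gained, and 92.6% of wt bases shared. Beyond the smaller number of peaks, the cause was not tested.

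Counted by peaks that overlap by at least 1 bp instead of by bases, 85.2% of the wt H3K27me3 peaks and 96.7% of the wt H3K4me3 peaks were shared, and counted by an overlap of at least 50% of their length, 77.3% and 96.2%. The cause was not tested.

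For the genes named in the text, 127 of 1230 calls changed over the settings fixed in advance, of which 118 were lost and 9 were new. Subtraction of whole peaks changed 39, extension of the subtracted peaks 28 and the filter at the median −log10 q 22.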

Differences from the paper's values

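For the genes predicted to increase transcription, the paper's number is 3801, and the number with H3K27me3 lost or H3K4me3 gained at the promoter was 12069. Of the 10 alternatives set before the data were examined, an overlap of at least 200 bp gave 3253 genes, within 1.5 times the paper's number, and the other 9 did not come within it. Their numbers ran from 1057 with whole peaks subtracted to 14436 with promoters of 2000 bp on each side.

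For the genes with increased H3K4me3 in the promoter, the paper's number in its supplementary list is 2665, and the number found here was 10745. An overlap of at least 200 bp gave 2112 genes, and none of the other 9 alternatives set before the data were examined came within 1.5 times the paper's number. They ran from 532 with whole peaks subtracted to 12462 with promoters of 2000 bp on each side. The copy of that list held 1997 of its genes.

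The paper states that histone modifications did not differ genome-wide with TNFα, on the basis of intensity at transcription start sites. In the peak lists, H3K27me3 covered 102 Mb in wt and 303 Mb in wt+TNFα, and on the autosomes 101 Mb and 228 Mb. The paper gives a q-value threshold for the H3K27me3 peaks at which −log10 q would be at least 2, and the lowest −log10 q in the lists was 0.302 in wt and 0.747 in wt+TNFα. The lowest −log10 p given by MACS2 was 2.01 in wt and 2.02 in wt+TNFα, so both lists meet the same cut-off if it is read as a p-value.

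The paper's list of genes with decreased H3K27me3 includes Hoxb2, Hoxb4 and Fmnl2, which were not called here, with 100% of their promoters under H3K27me3 peaks in both conditions. Hoxb2 and Fmnl2 were called with promoters of 2000 bp on each side. Hoxb2, Hoxb4 and Fmnl2 were called with promoters of 5000 bp on each side, and Hoxb4 with equal covered length on the autosomes, which were alternatives chosen after seeing the values. The supplementary list for decreased H3K27me3 in Cellular senescence includes Ccna1 and Trpv4, and the lists for increased H3K4me3 include Myc and Cdc26, which were not called here. With promoters of 2000 bp on each side, 12 of the 13, 30 of the 30 and 24 of the 24 genes were called.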

Other observations

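The tests on peak width, on sequencing depth, on the blacklist and on exchanged marks were chosen only after the results were seen.

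Of the 32 genes that the paper names at its ChIP-seq results or labels in the figures around them, 15 had lost H3K27me3 at the promoter by base and 4 had gained it, and 25 had gained H3K4me3 and 0 had lost it. Among the colonic stem cell markers whose expression the paper reports, Olfm4 (chromosome 14, 79984081 to 80023139) went from 0% to 49.4% of its promoters under H3K27me3, a gain called under all 10 settings fixed in advance, and had no H3K4me3 peak there in either condition. Cd44 and Tert had no H3K27me3 peak at the promoter, and their gains of H3K4me3 were called under 7 and 6 of these settings. No explanation was tested.

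Most gains of H3K4me3 by base were short pieces at the edges of peaks called in both conditions. Of 10953 H3K4me3 peaks that matched 1 to 1 between wt and wt+TNFα, 74.1% were wider in wt+TNFα and 25.7% were narrower. Both edges lay further out in wt+TNFα in 48.6% and further in for 11.4%, and the median shift was 43 bp outward at each edge. Wider calls at shared peaks may therefore account for most of the genes with gained H3K4me3, of which 80.3% had an overlap under 200 bp. The wt+TNFα H3K4me3 library had 1.65 times the total reads of the wt library, and with 1 library per condition the greater depth cannot be told apart from a spread of the mark under TNFα.

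Of 9721 promoters rich in CpG, 96.6% had a peak in at least 1 of the 4 lists, and 331 had none. These 331 promoters were not scattered at random. The longest run of neighbouring CpG-rich promoters without a peak held 11, against at most 5 in 10000 shuffles, and 18 runs of 4 or more held 117 genes, against at most 2 such runs in a shuffle. In runs of 4 or more, 50 genes lay in runs in which no promoter had a near-identical copy among the promoters of all genes. A copy was counted when at least 50% of the 40-bp words of a promoter occurred again. Copies outside promoters and smaller shared parts were not sought, so reads shared between copies cannot be excluded for these genes. There were 8 such runs without a copy, and the regions removed by the authors' blacklist filter may be behind them. This cannot be told apart here, because the paper's text does not name the list it used. In 7 of the 8 runs, with 46 genes, no peak of any list was called between the first and the last promoter. One of these runs, from Gcgr to Mafg on chromosome 11 (120530699 to 120633600), has 9 genes, among them P4hb and Alyref. Another, from Xkr4 to Pcmtd1 on chromosome 1 (3671498 to 7088920), has 8. These runs are named after their values were seen. No biological explanation was tested. For genes in such runs, the absence of a peak in these lists does not by itself show the absence of the mark.

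Some promoters exchanged one mark for the other, with a peak of one mark in wt alone and of the other mark in wt+TNFα alone. From H3K27me3 to H3K4me3 there were 34 genes, 25 of them protein-coding and all on the autosomes, among them Nos2, Icam1, Plau and Psmb8. From H3K4me3 to H3K27me3 there were 32 genes, 25 of them protein-coding, with 27 on the autosomes and 5 on chromosome X, among them Snrpn, Snurf, Aqp8 and Slc5a8. These genes were picked after their values were seen. On the autosomes there were 34 against 27 genes, but the counts have unequal bases, since H3K27me3 at the promoter was called in wt alone in 576 genes and in wt+TNFα alone in 5514, over all chromosomes. Whether there was a net shift towards the active mark therefore cannot be told apart from the larger number of H3K27me3 calls in wt+TNFα.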
